# ER-associated ubiquitin ligase HRD1 programs liver metabolism by targeting multiple metabolic enzymes

**DOI:** 10.1038/s41467-018-06091-7

**Published:** 2018-09-10

**Authors:** Juncheng Wei, Yanzhi Yuan, Lu Chen, Yuanming Xu, Yuehui Zhang, Yajun Wang, Yanjie Yang, Clara Bien Peek, Lauren Diebold, Yi Yang, Beixue Gao, Chaozhi Jin, Johanna Melo-Cardenas, Navdeep S. Chandel, Donna D. Zhang, Hui Pan, Kezhong Zhang, Jian Wang, Fuchu He, Deyu Fang

## Abstract

The HMG-CoA reductase degradation protein 1 (HRD1) has been identified as a key enzyme for endoplasmic reticulum-associated degradation of misfolded proteins, but its organ-specific physiological functions remain largely undefined. Here we show that mice with HRD1 deletion specifically in the liver display increased energy expenditure and are resistant to HFD-induced obesity and liver steatosis and insulin resistance. Proteomic analysis identifies a HRD1 interactome, a large portion of which includes metabolic regulators. Loss of HRD1 results in elevated ENTPD5, CPT2, RMND1, and HSD17B4 protein levels and a consequent hyperactivation of both AMPK and AKT pathways. Genome-wide mRNA sequencing revealed that HRD1-deficiency reprograms liver metabolic gene expression profiles, including suppressing genes involved in glycogenesis and lipogenesis and upregulating genes involved in glycolysis and fatty acid oxidation. We propose HRD1 as a liver metabolic regulator and a potential drug target for obesity, fatty liver disease, and insulin resistance associated with the metabolic syndrome.

## Abstract (web summary)

HRD1 is an E3 ligase known to play a role in targeting degradation of misfolded proteins in the ER. Here the authors show that HRD1 interacts with metabolic enzymes and its liver specific deficiency results in lower body weight, blood glucose and plasma lipids during high fat diet in mice.

## Introduction

Metabolic syndrome is a cluster of conditions including obesity, hypertension, hyperlipidemia, hyperglycemia, and insulin resistance that increase the risk of type 2 diabetes, nonalcoholic fatty liver disease (NAFLD), and cardiovascular disease^1,2^. The prevalence of metabolic syndrome is reaching epidemic proportions, with a worldwide estimate of 1.5 billion each year^3,4^. Metabolic syndrome is associated with a dysregulation of catalytic activities or expression levels of the metabolic enzymes that play a central role in synthesis and/or consumption of glucose, lipid, and proteins. Metabolic enzyme activity is regulated by multiple mechanisms, including changes in substrate concentration, modulation of mRNA transcription, and activation or inhibition of rate-limiting enzymes at the posttranslational level^5,6^. The roles of highly responsive, energy saving, and reversible covalent posttranslational modifications of the metabolic enzymes, such as phosphorylation, acylation, and methylation, have been exhaustively explored^7–9^. In contrast, the contribution of proteolysis leading to key metabolic enzyme turnover, as well as the specific role of ubiquitin E3 ligases, to the regulation metabolic enzyme activity remains to be defined^10^.

HMG-CoA reductase degradation protein 1 (HRD1) was identified as an E3 ligase to control cholesterol production through regulation of rate-limiting enzyme HMGCR (HMG-CoA reductase) turnover in yeast^11–13^. Consequent studies have shown that HRD1 plays a critical role in endoplasmic reticulum (ER)-associated degradation of misfolded/unfolded proteins and protects cells from ER stress-induced cell death^14^. In addition to misfolded protein substrates, HRD1 was found to catalyze ubiquitin-conjugation of IRE1α, an ER stress sensor, to inhibit cell apoptosis and control intestinal stem cell homeostasis^14^. The IRE1α downstream transcription factor Xbp-1 has been shown to regulate HRD1 mRNA transcription, providing an interesting feedback loop for HRD1-IRE1α during ER stress response^15^. HRD1 was re-named Synoviolin because it is upregulated in synovial fibroblasts in patients with rheumatoid arthritis^16^, and its upregulation is induced by proinflammatory cytokines through a pathway distinct from IRE1α-Xbp-1^17^. We recently found that HRD1 is involved in immune regulation in dendritic cell antigen presentation, as well as in the activation of both T and B lymphocytes^18–20^. However, the organ-specific physiological and pathological roles of HRD1 remain largely uncharacterized.

In this study, we found that HRD1 was postprandially induced to control the metabolic balance in the physiological condition. Genetic HRD1 suppression specifically in the liver protected mice from high-fat diet (HFD)-induced obesity, hyperlipidemia, NAFLD, and insulin resistance. We further demonstrated that HRD1 serves as a positive effector of metabolism through direct binding and increase of the ubiquitination of key metabolic enzymes.

## Results

### HRD1^Alb^ mice display the reduction of body weight and triglyceride (TG) levels

It has been shown that HRD1 variants are associated with NAFLD^21^. Real-time quantitative PCR (qPCR) analysis detected higher expression levels of HRD1 in the mouse liver than in other organs, implying that HRD1 may play an important role in the liver (Fig. 1a). Further analysis of HRD1 expression in mice during fasting-refeeding conditions revealed that liver HRD1 expression, while not altered by fasting, was increased three- to five-fold during the early phase of refeeding, then returned to basal levels within 6 h after refeeding (Fig. 1b). In contrast, the expression of *Hrd1* was not affected by HFD because *Hrd1* mRNA levels are comparable between mice fed with normal chew and HFD (Supplementary Fig. 1a), implying that liver HRD1 expression is regulated by food intake and that HRD1 likely plays an important role in metabolic regulation. To define HRD1 function in postprandial metabolism, we crossed HRD1 floxed (*HRD1*^*f/f*^) mice with mice harboring a Cre transgene under the control of the albumin enhancer/promoter (Alb-Cre^+^) and generated liver-specific HRD1 knockout (*HRD1*^*f/f*^Alb-Cre^+^; HRD1^Alb^) mice (Supplementary Fig. 1b, c). Both HRD1 mRNA and protein expression were eliminated in the liver of HRD1^Alb^ mice (Supplementary Fig. 1d, e). Interestingly, while body weights of *HRD1*^*f/f*^Alb-Cre^−^ (Control) and HRD1^Alb^ mice were comparable at a young age, the HRD1^Alb^ mice gained less body weight with age, with an average of 15% lower body weight compared to the control mice by the age of 12 weeks (Fig. 1c). Further analysis of blood glucose levels indicated that, while glucose levels under fasting conditions were indistinguishable between controls and HRD1^Alb^ mice, a significant reduction in serum glucose levels was detected in HRD1^Alb^ mice after refeeding, implying that hepatic HRD1-deficiency facilitates glucose consumption (Fig. 1d). Similarly, we detected dramatically lower serum TG levels in HRD1^Alb^ mice compared to control mice (Fig. 1e).

**Fig. 1:**
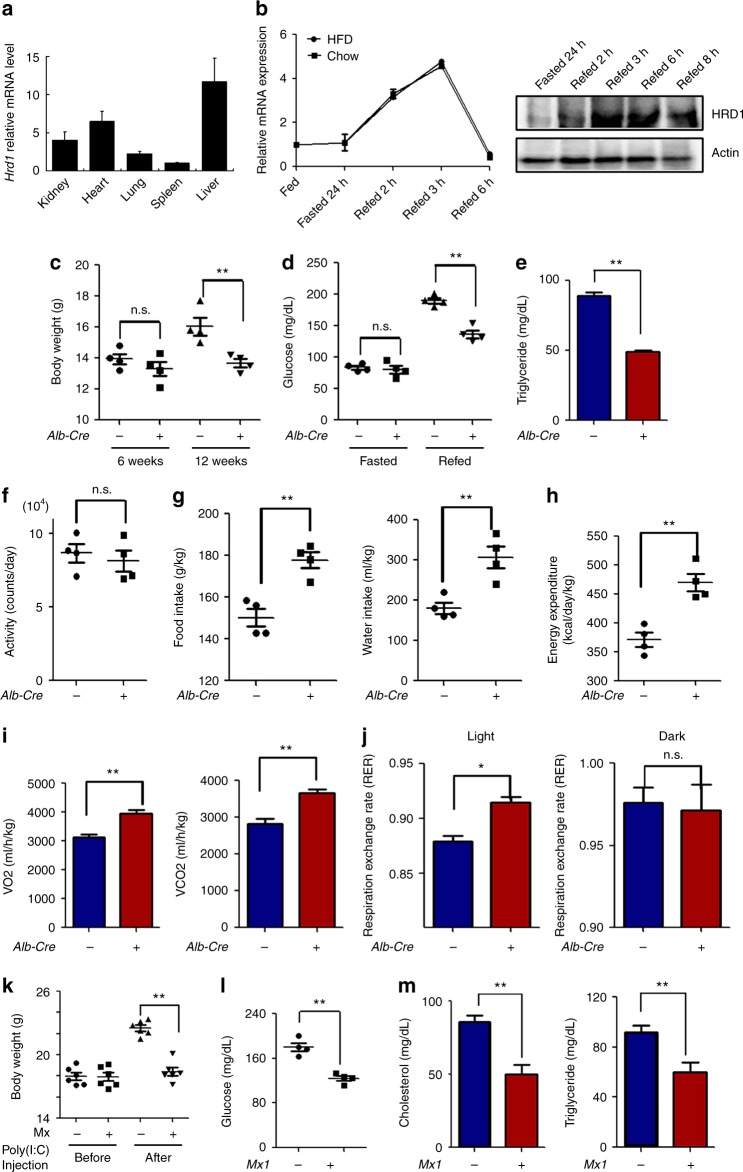
Mice with liver-specific HRD1 deletion display the reduction of body weight, lipid, and glucose. **a** *Hrd1* mRNA levels in different organs. **b** *Hrd1* mRNA and protein levels under fasted and refed conditions. **c** Body weights of WT and HRD1^Alb^ mice at weeks 6 and 12 (*n* = 4 for each group). **d** Blood glucose levels of WT and HRD1^Alb^ mice under fasted and refed conditions (*n* = 4 for each group). **e** Serum TG of WT and HRD1^Alb^ mice under refed conditions (*n* = 6 for each group). **f** Activities of WT and HRD1^Alb^ male mice (*n* = 4 for each group). **g** Food intake, water intake, and body weight ratios of WT and HRD1^Alb^ mice (*n* = 4 for each group). **h** Energy expenditure and body weight ratios of WT and HRD1^Alb^ mice (*n* = 4 for each group). **i** O_2_ consumption and CO_2_ production of WT and HRD1^Alb^ mice fed a standard chow diet (*n* = 8 for each group). **j** RER of WT and HRD1^Alb^ mice fed a standard chow diet (*n* = 8 for each group). **k** Body weight of the *HRD1*^*F/F*^ *and HRD1*^*F/F*^Mx1-Cre^+^ mice (*n* = 6 for each group) before and 1 month after polyI:C injection. **l** Blood glucose was measured 7 days after polyI:C injection in the refed condition. **m** Serum cholesterol and TG level were measured 7 days after polyI:C injection under refed conditions (*n* = 6 for each group). Data are representative of three independent experiments (mean ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

To determine whether the reduction in body weight gain as well as serum glucose and TG in HRD1^Alb^ mice was the result of reduced food intake and/or altered energy metabolism, we examined the metabolic phenotype of 12-week-old mice, the age at which the HRD1^Alb^ mice showed a significant reduction in body weight gain. Interestingly, while their activity levels were comparable between control and HRD^Alb^ mice, the average intake of both food and water by HRD1^Alb^ mice was even significantly higher than that of the control mice (Fig. 1f, g). Consistent with this, energy expenditure, reflected by 24-h O_2_ consumption and CO_2_ production, were higher in HRD1^Alb^ mice compared to that of the control mice (Fig. 1h, i). In addition, the respiratory exchange ratio (RER) was increased during the light period in the HRD1^Alb^ mice (Fig. 1j). These data suggest that increased energy expenditure could be a cause of the reduced body weight gain in HRD1^Alb^ mice.

As Alb-Cre mediates the deletion of *HRD1* gene from the early stages of liver development, the possibility that the reduced body weight gain and increased energy expenditure in HRD1^Alb^ mice due to a liver developmental defect cannot be fully excluded. However, this is unlikely because liver sizes were comparable between the control and HRD1^Alb^ mice. Hematoxylin and eosin (H&E) staining did not detect any histological abnormalities in the liver of HRD1^Alb^ mice (Supplementary Fig. 2a). Further Oil Red O staining did not detect an increase in lipid deposition in the liver of both wild-type (WT) and HRD1^Alb^ mice fed a standard chow diet (Supplementary Fig. 2b). More importantly, the serum aspartate transaminase, alanine transaminase, and insulin in the HRD1^Alb^ mice were not increased (Supplementary Fig. 2c, d). Next, we generated a mouse strain with an inducible HRD1 deletion by breeding *HRD1*^*f/f*^ mice with mice harboring a Cre transgene under the control of an interferon-inducible myxovirus resistance 1 (Mx1) promoter. As indicated in Supplementary Fig. 1f, HRD1 mRNA was diminished in the liver of *HRD1*^*f/f*^Mx1-Cre^+^ mice after intraperitoneal injection of polyI:C. Consistent with our observation in HRD1^Alb^ mice, a statistically significant reduction in the body weight gain in the *HRD1*^*f/f*^Mx1-Cre^+^ mice was detected 1 month after polyI:C injection (Fig. 1k). In addition, the basal levels of both cholesterol and TG, as well as glucose level, were dramatically decreased in the *HRD1*^*F/F*^Mx1-Cre^+^ mice after refeeding (Fig. 1l, m). These results exclude the possibility that the elevated energy expenditure in HRD1^Alb^ mice is due to a liver developmental defect. To further support this conclusion, the adenovirus-Cre-mediated *HRD1* deletion in *HRD1*^*f/f*^ mice also reduced the glucose level even after refeeding (Supplementary Fig. 3b, c). Therefore, HRD1 is a liver autonomous regulator that controls liver metabolism.

### HRD1 deletion protects mice from HFD-induced obesity

To study the role of HRD1 in hepatic metabolism and obesity, HRD1^Alb^ mice and their littermate controls were placed on a HFD at the age of 6 weeks, whereas the body weights of HRD1^Alb^ and control mice were indistinguishable (Fig. 1c). As expected, the control mice gradually gained body weight on the HFD, but the body weight gain of HRD1^Alb^ mice was significantly reduced (Fig. 2a), indicating that HRD1 deletion protects mice from HFD-induced obesity. Further, the liver size and weight, as well as the accumulation of both subcutaneous and epidermal adipose tissue, were dramatically lower in HRD1^Alb^ mice compared to WT mice (Fig. 2b, c). Histological analysis demonstrated that the liver of WT but not of HRD1^Alb^ mice developed severe steatosis after 14 weeks on HFD (Fig. 2d). Staining with Oil Red O confirmed the presence of massive lipid deposition in the liver of control mice, but not in that of HRD1^Alb^ mice (Fig. 2e). These results clearly indicate that liver-specific HRD1 deletion protects mice from HFD-induced obesity and hepatic steatosis.

**Fig. 2:**
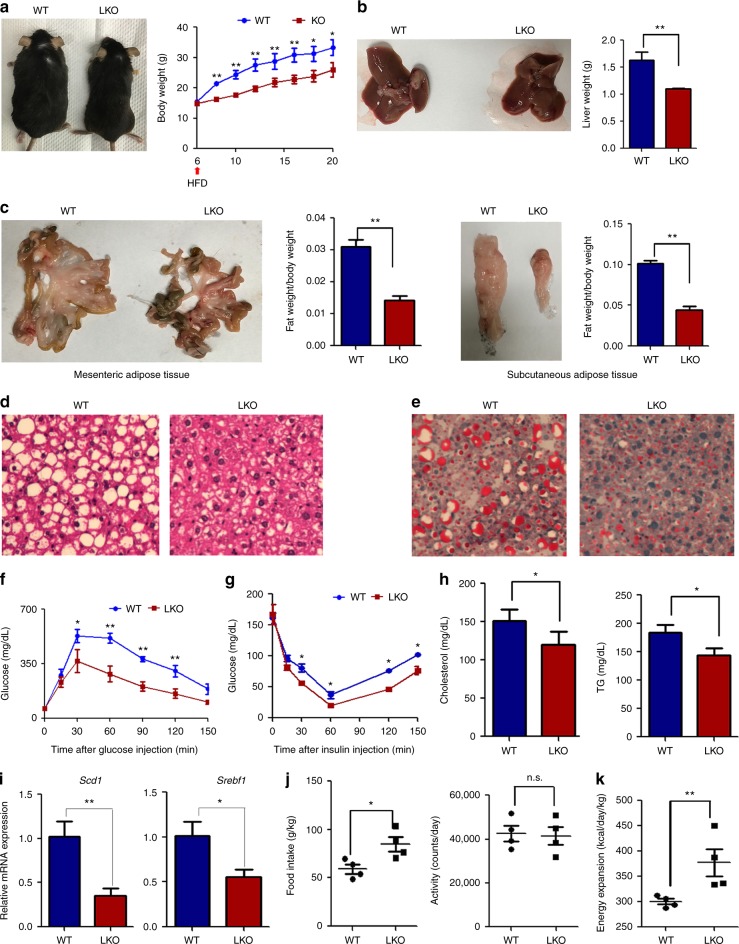
HRD1 inhibition protects mice from HFD-induced obesity and fatty liver disease. **a** Body weights of WT and HRD1^Alb^ mice fed a HFD were measured every 2 weeks. Liver (**b**) and fat (**c**) weights from WT and HRD1^Alb^ mice fed a HFD for 14 weeks (*n* = 6 for each group). H&E (**d**) and Oil Red O (**e**) staining of the liver from **b** (*n* = 6 for each group). Glucose tolerance assay (**f**) and insulin tolerance assay (**g**) were performed on mice after 14 weeks of a HFD (*n* = 6 for each group). **h** Serum TG and cholesterol levels from WT and HRD1^Alb^ mice after 14 weeks of a HFD under the refed condition (*n* = 6 for each group). **i** Hepatic gene expression of *Srebp1* and *Scd1* in WT and HRD1^Alb^ mice after 14 weeks of a HFD under the refed condition (*n* = 6 for each group). **j** Food intake, body weight ratios, and activities of WT and HRD1^Alb^ mice after 14 weeks of a HFD (*n* = 4 for each group). **k** Energy expenditure of WT and HRD1^Alb^ mice after 14 weeks of a HFD (*n* = 4 for each group). The data are representative of three independent experiments (mea*n* ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

It is well established that a long-term HFD induces NAFLD and insulin resistance. Indeed, WT mice on the HFD showed impaired glucose tolerance and insulin sensitivity compared to HFD-fed HRD1^Alb^ mice (Fig. 2f, g). In addition, serum TG and cholesterol levels were much lower for HRD1^Alb^ mice while on a HFD compared to control littermates (Fig. 2h). HFD often leads to the elevated expression of SREBP1 and SCD1, both of which are lipogenic genes corresponding to increased liver fat storage^22,23^. Interestingly, both *Scd1* and *Srepf1* expression levels were significantly reduced in the liver of HFD-fed HRD1^Alb^ mice compared to controls (Fig. 2i). The reduction in the hepatic lipid accumulation and insulin resistance in the HRD1^Alb^ mice were not due to decreased food intake on the HFD, as the average food intake by HRD1^Alb^ mice was actually significantly higher than the WT controls, while activity levels were not different (Fig. 2j). This excluded the possibility that liver HRD1 deletion protects mice from obesity by decreasing food intake and increasing mouse activity. Consistent with our observation in mice fed a standard chow diet, HFD-fed HRD1^Alb^ mice displayed increased energy expenditure (Fig. 2k). To support this notion, we observed the increased 24-h O_2_ consumption and CO_2_ production by HFD-fed HRD1^Alb^ mice (Supplementary Fig. 4a, b). As a consequence, the RER profile of the HFD-fed HRD1^Alb^ mice was also increased in the dark hours (Supplementary Fig. 4c, d). These results indicate that liver-specific HRD1 deletion protects against HFD-induced obesity and fatty liver disease through improvement in metabolic activity.

### HRD1 interacts with key metabolic regulatory proteins

As an E3 ligase, HRD1 may regulate liver metabolism through ubiquitination and degradation of proteins involved in metabolic activity^24^. First, we purified and analyzed HRD1-binding proteins from human liver HepG2 cells using affinity purification coupled to mass spectrometry (AP-MS) (Fig. 3a). We specifically pulled down endogenous HRD1 protein using an anti-HRD1 antibody from HepG2 cells, as confirmed by immunoblotting (Supplementary Fig. 5a). MS characterization of the proteins in complex with endogenous HRD1 yielded a total of 347 proteins from three independent experiments (Supplementary Fig. 5b, iProx access id: IPX0000928000). The reliability analysis using two different computational scoring procedures, COMPASS and SAINT, revealed a total of 75 proteins (40% overlap rate) with a *P* value of <0.01 (Fig. 3b). Further analysis of the HRD1 and control samples by correlation matrix revealed a very strong correlation between the three biological replicates (average correlation coefficient of 0.86), while their correlation with controls was rather modest (average correlation coefficient is 0.3) (Fig. 3c). Therefore, our AP-MS approach identified with high confidence HRD1-specific binding proteins. Analysis of the biological processes identified a subgroup of proteins important for the ER unfolded protein response, some of which had previously been shown to be associated with HRD1^25,26^, further validating our AP-MS results. Importantly, a large portion of the HRD1-interacting proteins are involved in a variety of metabolic regulatory processes, including fatty acid (FA) transportation, ATP metabolic processes, and lipid and glucose metabolism (Fig. 3d and Supplementary Fig. 6). Further analysis indicated that HRD1-binding proteins localize at membrane-bounded organelles, such as the ER. Interestingly, 17 HRD1-interacting proteins were identified to localize at the mitochondria, suggesting that HRD1 may serve as an E3 ligase in mitochondrial protein quality control (Fig. 3e). These results suggest that HRD1 controls liver metabolism through regulation of multiple metabolic signaling pathways.

**Fig. 3:**
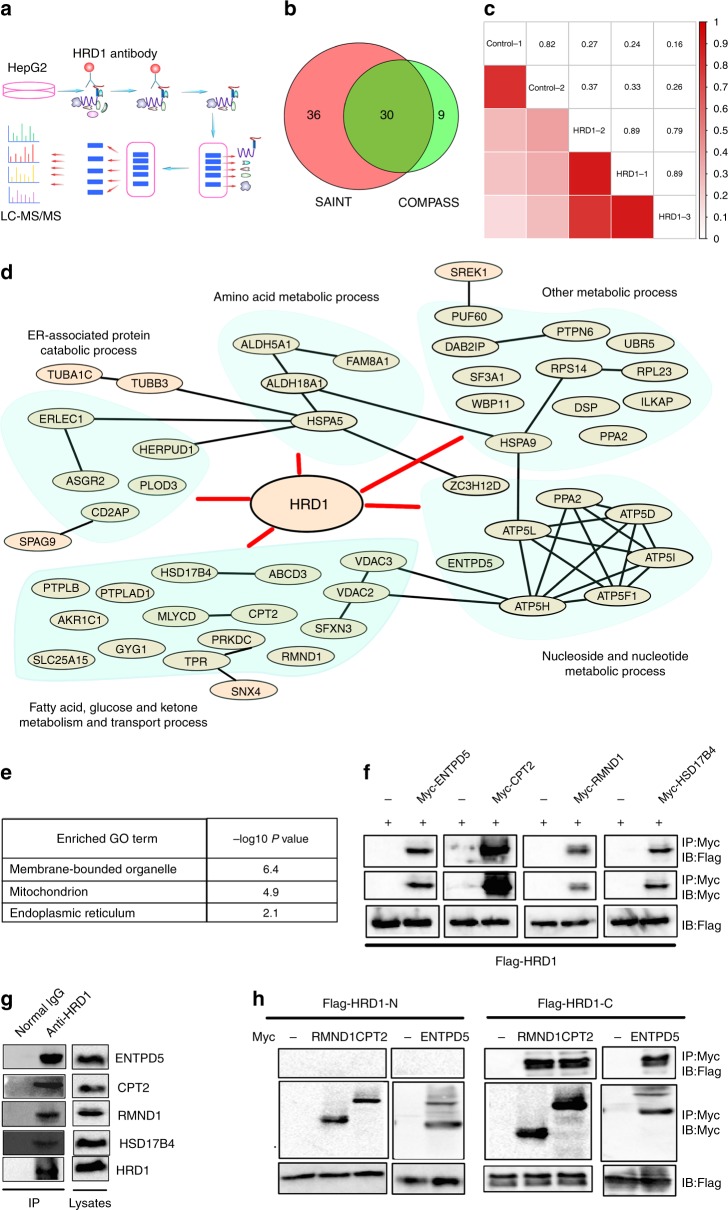
Identification of potential E3 ligase HRD1-interacting protein substrates by AP-MS. **a** Flow chart for the proteomic identification of HRD1-binding proteins. **b** Venn diagram of high-confidence proteins derived from the COMPASS and SAINT software. **c** A correlation matrix based on spectral counts of each protein was constructed for the three repeats of HRD1 purification and two repeats of control samples using normal IgG. Pairwise Pearson correlation scores were measured. **d** Biological process analysis of the functions of HRD1-binding proteins. **e** GO localization analysis of the HRD1-binding proteins. **f** Validation of the interactions between HRD1 and potential HRD1-binding proteins from proteomic screening. **g** Endogenous interaction between HRD1 and screened proteins from **f**. **h** C-terminus of HRD1 mediates the interaction with CPT2, RMND1, and ENTPD5. Data are representative of three independent experiments

Importantly, the interaction of HRD1 with five novel HRD1 interactors—ENTPD5, CPT2, RMND1, HSD17B4, and ATP5D—were confirmed in transiently transfected HEK293 cells by co-immunoprecipitation (Co-IP) and immunoblotting (Fig. 3f). The endogenous ENTPD5, CPT2, RMND1, and HSD17B4 proteins were also detected in anti-HRD1 immunoprecipitates but not in normal rabbit immunoglobulin G (IgG) controls, confirming their endogenous interactions (Fig. 3g). ENTPD5 is part of an ATP hydrolysis cycle that converts ATP to AMP, resulting in a compensatory increase in glycolysis^27^. Both HSD17B4 and CPT2 are multifunctional enzymes important for FA oxidation^28,29^. In addition, RMND1 is likely involved in mitochondrial metabolic activation^30^. Therefore, HRD1 may control liver metabolism through targeting specific metabolic regulators, including ENTPD5, CPT2, RMND1, HSD17B4, and ATP5D. The HRD1 protein contains a six transmembrane domain at the N-terminus that recognizes misfolded proteins, an E3 ligase catalytic RING finger domain, and a proline-rich domain at the C-terminus that directly interacts with proteins localized in the cytoplasm^20,24^. Using the truncated HRD1 mutants, we further demonstrated that the C-terminus of HRD1 directly mediates interaction with ENTPD5, CPT2, and RMND1 (Fig. 3h).

### HRD1 is an E3 ubiquitin ligase for liver metabolic regulators

An E3 ubiquitin ligase catalyzes ubiquitin conjugation to proteins targeted for proteasomal and/or liposomal degradation^17^. Indeed, we detected an average two- to five-fold increase in the levels of ENTPD5, HSD17B4, CPT2, and RMND1 protein in the liver of HRD1^Alb^ mice compared to WT controls (Fig. 4a). In contrast, qPCR analysis confirmed that mRNA levels of ENTPD5, HSD17B4, CPT2, and RMND1 are unaltered by HRD1 gene deletion in the liver (Supplementary Fig. 7), implying that HRD1 regulates the expression of these four critical metabolic regulators at a posttranscriptional level. We previously reported that IRE1α stability is controlled by HRD1 in synovial fibroblasts and intestinal endothelial cells^14,17^; here we similarly found that IRE1α protein but not mRNA was elevated in HRD1^Alb^ liver tissues (Fig. 4a). CPT2 and RMND1 are necessary for lipid and protein transportation^31^. HSD17B4 is important for the FA oxidation^32^. ENTPD5, together with CMPK1 and AK1, constitute an ATP hydrolysis cycle that converts ATP to AMP, resulting in a compensatory increase in glycolysis^27^. Previous studies have shown that IRE1α is a key factor involved in silencing lipid metabolism genes and lowering plasma lipid levels in mice^33^. Therefore, our results suggest that HRD1 regulates liver metabolism through degradation of critical regulators involved in several metabolic signaling pathways. Of note, the levels of some other proteins identified as interactors of HRD1, such as ATP5D, MLYCD and AKR1C1, were not affected by HRD1 deletion in the liver (Fig. 4a).

**Fig. 4:**
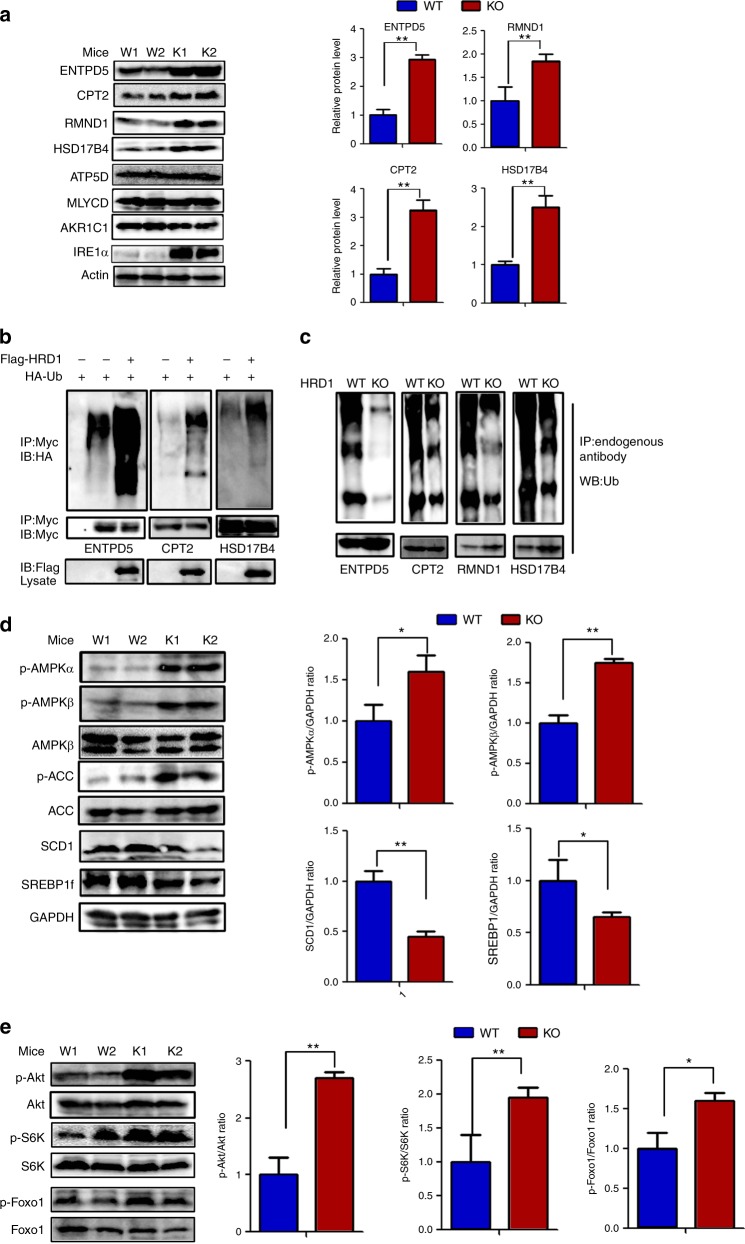
HRD1 is an E3 ubiquitin ligase for liver metabolic regulators. **a** HRD1-binding protein levels in the liver of WT and HRD1^Alb^ mice under the refed condition. **b** Ubiquitination of HRD1 substrates after co-transfection with HRD1 in 293T cells. **c** Ubiquitination of HRD1 substrates in the liver of WT and HRD1^Alb^ mice under the refed condition. **d** Immunoblots of hepatic AMPK and AMPK targets in the WT and HRD1^Alb^ mice under the refed condition. **e** Immunoblots of hepatic p-Akt, Akt, p-S6K, S6K, p-Foxo1, and Foxo1 levels in the WT and HRD1^Alb^ mice under the refed condition. Data are representative of three independent experiments (mean ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

We next asked whether HRD1 promotes ubiquitination of ENTPD5, HSD17B4, and CPT2, all of which protein expression levels were dramatically increased in HRD1-null liver. Indeed, ectopic HRD1 expression significantly enhanced the ubiquitin conjugation of ENTPD5, HSD17B4, and CPT2 (Fig. 4b). Conversely, ubiquitination levels of ENTPD5, CPT2, and RMND1 and HSD17B4 were dramatically decreased in the liver of HRD1^Alb^ mice compared to control mice (Fig. 4c). These results indicate that HRD1 is an E3 ubiquitin ligase of ENTPD5, CPT2, and RMND1 and HSD17B4, all of which play critical roles in liver metabolic regulation.

### AMP-activated protein kinase (AMPK) signaling pathways are upregulated in the liver of HRD1^Alb^ mice

It has been shown that ENTPD5 converts ATP to AMP to increase the AMP/ATP ratio and activate AMPK gluconeogenesis and lipogenesis suppression^27,34,35^. Our discovery that HRD1 catalyzes ENTPD5 ubiquitination for degradation suggests that HRD1 may regulate the AMPK pathway to control liver metabolism. Indeed, a significantly higher level of phosphorylated AMPKα and AMPKβ was detected in the liver of HRD1^Alb^ mice compared to WT controls. As a consequence, phosphorylation of ACC1, a well-defined AMPK substrate, was also higher in HRD1^Alb^ mice (Fig. 4d). As a consequence, significantly lower expression levels of SCD1 and SREBF1 were detected in HRD1^Alb^ mice (Fig. 4d). As ENTPD5 is also shown to activate the phosphoinositide-3 kinase/Akt pathway^36^, we the asked whether HRD1-mediated ENTPD5 protein destruction affects glucose metabolism through the insulin-Akt signaling pathway. Consistent with this hypothesis, we observed that the phosphorylation, but not total protein expression levels, of Akt, as well as its downstream targets Foxo1 and S6K, were significantly elevated in HRD1^Alb^ liver compared to control liver tissue, indicating that HRD1 deletion enhances the activation of the insulin signaling pathway in liver (Fig. 4e).

### HRD1 deletion reprograms liver metabolic gene expression profiles

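RNA-seq was performed on liver from 12-week-old WT mice and HRD1 Alb mice, in which Alb-Cre deletes the floxed *HRD1* gene, listed in the files under its symbol *Syvn1*. Livers were taken after an overnight fast or after a fast followed by refeeding for 4 h, with 2 samples in each of the 4 groups and 8 samples in all. The authors sequenced each sample on one lane of an Illumina NextSeq instrument and counted the reads on each gene with the ERANGE software. The deposited values are these counts, as whole numbers without normalization, for 23337 gene symbols. Total counts per sample ranged from 40210576 to 49117080. At this depth 3 counts, taken as the smallest detectable value, correspond to 0.0611 to 0.0746 CPM, edgeR's counts scaled to a fixed library size, before normalization. Counts were normalized by the TMM method of edgeR, with factors from 0.837 to 1.22, and are given as normalized CPM, as mean ± SD. Of the 18084 genes with any count, 14328 passed edgeR's filter on low counts and were tested. One quasi-likelihood model with the 4 groups was fitted to the 8 samples, so that all groups shared the estimate of the spread, and p-values were adjusted by the Benjamini-Hochberg method. The standard error of a log2 fold change was taken from the test's F statistic. Because an exact permutation test of 2 samples against 2 cannot give a p below 0.333, the adjusted p-values rest on the spread that the model shares across genes. Gene positions are those of GENCODE M21 on GRCm38, matched by symbol for 20953 symbols (89.8%). The paper does not state the genome build of the authors' alignment.

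Between replicates of a group, Spearman's rho across genes was 0.990 for fasted WT, 0.995 for fasted HRD1 Alb, 0.995 for refed WT and 0.955 for refed HRD1 Alb. Genes are not independent replicates, so these values describe only how alike the samples were. The replicates differed by at least 2-fold in 1141, 424, 693 and 3204 tested genes of these groups, in the same order. In the refed HRD1 Alb group, the log2 ratio of replicate 2 to replicate 1 fell with transcript length (Spearman's rho across 12968 genes, -0.558). In the other groups rho lay between -0.114 and 0.0268. The sample labels number the replicates 1 and 2 in every group, and the pairing was taken from these labels. Across genes, the deviations of samples with the same number correlated with r between 0.0161 and 0.179 in the 6 pairs of groups, with a mean of 0.0689. With 2 replicates in each group, the value for different numbers is the same with the opposite sign. No sequencing batch or date is given in the labels, so no comparison within batches was possible.

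**Figure D1:**
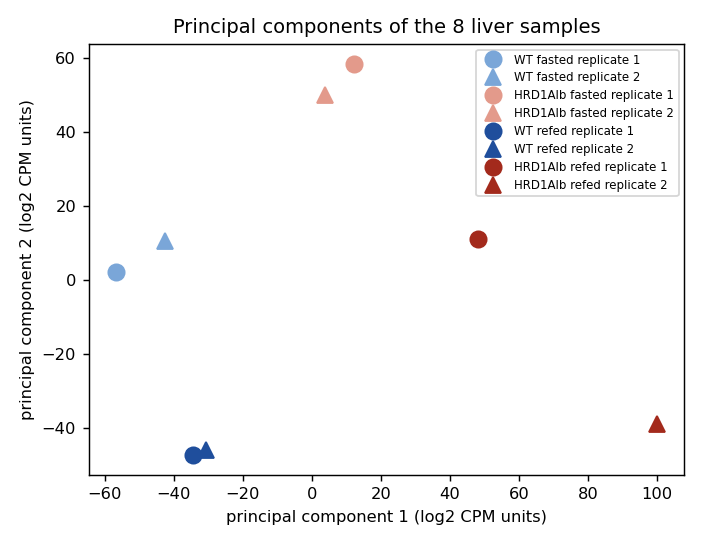
First and second principal components of the log2 CPM of the tested genes, in log2 CPM units, for the 8 samples, colored by group. The refed HRD1 Alb samples lie farthest right, at 48.2 (replicate 1) and 100 (replicate 2) on the first component, and the WT samples lie left of 0.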

To further investigate the role of HRD1 in liver metabolic regulation, we analyzed the mRNA expression profile in the liver from fasted and refed HRD1^Alb^ and WT mice. 

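Among the 14328 tested genes, expression under the fasted condition was at least 2-fold higher in HRD1 Alb than in WT liver for 980 genes and at least 2-fold lower for 216. These lists use a log2 fold change of at least 1 in size and an unadjusted p-value under 0.05, the lines drawn in the volcano plot of Fig. 5b. At an adjusted p-value under 0.05 and any fold change, 132 genes were increased and 62 decreased. The smallest adjusted p-value was 0.00721, for *Cyp2b13*, a cytochrome P450 gene on chromosome 7 from 26061497 to 26096197 (GRCm38). Its expression was 18.3 ± 2.62 CPM (SD, n = 2) in HRD1 Alb and 0.0122 ± 0.0172 CPM (SD, n = 2) in WT liver, a log2 fold change of 10.3 (standard error 0.700, adjusted p = 0.00721). Of the genes past this threshold with clearly separated samples and a mean of at least 1 CPM, the largest increases besides *Cyp2b13* were in *Vmn2r3*, *Mmp12*, *Hao2* and *Cyp2a22*, with log2 fold changes from 5.58 to 11.2. The largest decreases were in *Mup21*, *Serpina4-ps1*, *Hsd3b5*, *Elovl3* and *Cyp4a12b*, from -6.06 to -4.25. *Mup21*, a major urinary protein gene on chromosome 4 from 62147932 to 62150863, was expressed at 228 ± 36.0 CPM (SD, n = 2) in WT and 3.41 ± 2.58 CPM (SD, n = 2) in HRD1 Alb liver, a log2 fold change of -6.06 (standard error 0.918, adjusted p = 0.0362). With the replicate number as a block, 969 genes were increased and 208 decreased at least 2-fold, and 82 and 37 passed the adjusted threshold. Deviations of fasted samples with the same replicate number correlated with r = 0.0631 across genes. Among the alternatives, requiring an adjusted p-value under 0.05 moved the 2-fold counts most, to 128 increased and 46 decreased genes.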

Under the fasted condition, the expression of 158 genes was decreased by >50% and the expression of 601 genes was increased at least two-fold by HRD1 deletion (Fig. 5a). After refeeding, the RNA expression profile was dramatically altered, with the expression of 567 genes decreased by >50% and 1204 genes increased by more than two-fold in the HRD1^Alb^ liver (Fig. 5a, b). 

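In the refed condition, 1634 tested genes were at least 2-fold higher and 692 at least 2-fold lower in HRD1 Alb than in WT liver, by the same cutoffs as for the fasted mice. At an adjusted p-value under 0.05, 1016 genes were increased and 693 decreased. The gene with the smallest adjusted p-value was *Ddit3*, at 0.00126. As for the fasted mice, the largest changes were taken from genes past that threshold with clearly separated samples and a mean of at least 1 CPM. Among these, the largest increases were in *Vmn2r3*, *Gldn*, *Sprr1a*, *Cyp2b13* and *BC016579*, with log2 fold changes from 7.04 to 13.0. The largest decreases were in *Gm5077*, *Mup7*, *C1rb*, *Serpina4-ps1* and *Hsd3b5*, from -10.1 to -6.45. In fasted HRD1 Alb liver, replicate 2 had 11.1 CPM of *Gm5077* and 4.07 CPM of *C1rb*, but replicate 1 only 0.0391 and 0.0196 CPM. Neither gene passed the threshold in fasted liver (adjusted p = 0.381 and 0.422). The near absence of these 2 genes was thus not shared by all HRD1 Alb samples, and a cause other than HRD1 deletion was not tested. *Hsd3b5*, on chromosome 3 from 98618634 to 98630252 of GRCm38, was expressed at 101.1 ± 2.79 CPM (SD, n = 2) in WT and 1.18 ± 1.12 CPM (SD, n = 2) in HRD1 Alb liver, a log2 fold change of -6.45 (standard error 0.804, adjusted p = 0.00991). Between refed and fasted samples, 374 genes differed in WT liver (172 increased, 202 decreased) at an adjusted p-value under 0.05. In HRD1 Alb liver 1501 did (778 increased, 723 decreased). These genes are called changed by refeeding here. The paper does not state the times of collection, so an effect of the time of day cannot be separated from refeeding. When the replicate number entered the model as a block, the refed 2-fold lists held 1554 increased and 797 decreased genes, and 794 and 602 genes passed the adjusted threshold. In that fit, refeeding changed 305 genes in WT and 1343 in HRD1 Alb liver. The refed samples with the same number deviated together only weakly (r = 0.0610 across genes). The count of decreased genes moved most when replicate 1 of the refed HRD1 Alb group was left out, to 2062, and that fit gave 2115 increased genes.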

Functional analysis indicated that most of the genes altered by HRD1 deletion are involved in metabolic regulation, cell growth, differentiation, and survival, indicating that HRD1 plays a fundamental role in a variety of critical biological processes (Fig. 5c). 

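The genes changed at least 2-fold were tested for enrichment of mouse Reactome gene sets, because the Gene Ontology annotation used for Fig. 5c was not at hand. Of the genes in these sets, 92.4% matched a gene in the files, and the 698 sets with 15 to 500 tested genes were examined by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment. At an adjusted p-value under 0.05, 41 sets were enriched among the genes increased and 10 among those decreased in fasted HRD1 Alb liver. For refed liver the numbers were 56 and 14. Among the fasted increased genes, GPCR downstream signaling held 45 of 245 genes against 16.8 expected by chance (adjusted p = 3.18e-07), and the cell division set Mitotic Prometaphase held 22 of 89 (adjusted p = 1.06e-05). Among the fasted decreased genes the first set was Biological oxidations, the metabolism of drugs and other compounds, with 14 of 157 genes and 2.37 expected (adjusted p = 5.32e-05). The same set was also enriched among the fasted increased genes (22 of 157, 10.7 expected, adjusted p = 0.0258), so its genes changed in both directions. In refed liver the first sets were Eukaryotic Translation Termination for increased genes, with 51 of 76 genes (adjusted p = 7.12e-28), and Phase 1 functionalization of compounds for decreased genes, with 17 of 90 (adjusted p = 4.63e-04). The translation result depended on one sample: its adjusted p was 1 without replicate 2 of the refed HRD1 Alb group, and 4.00e-04 with a correction for transcript length, chosen after seeing the data. Lists from the fit with the replicate number as a block gave 35, 10, 51 and 12 sets in the same order, where the mean correlation of same-numbered deviations was 0.0689. The number for fasted decreased genes rose to 95 when all tested genes were ranked with limma's camera in place of the 2-fold lists. Without replicate 1 of the refed HRD1 Alb group, the number for refed decreased genes fell strongly. From the functions of the altered genes, the paper concludes that HRD1 plays a fundamental role in a variety of biological processes.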

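*Ddit3*, on chromosome 10 from 127290774 to 127296288 of GRCm38, encodes the transcription factor CHOP. Its expression was 13.7 ± 3.36 CPM (SD, n = 2) in refed WT and 246 ± 6.43 CPM (SD, n = 2) in refed HRD1 Alb liver, a log2 fold change of 4.17 (standard error 0.226, adjusted p = 0.00126). Under the fasted condition the values were 6.14 ± 0.734 and 15.2 ± 0.499 CPM (SD, n = 2 each), a log2 fold change of 1.30 (standard error 0.206, adjusted p = 0.0395). *Trib3*, on chromosome 2 from 152337422 to 152344032, rose from 7.18 ± 0.942 to 159 ± 116 CPM in refed liver (SD, n = 2 each), a log2 fold change of 4.47 (standard error 0.523, adjusted p = 0.00895). In fasted liver its log2 fold change was 1.10 (standard error 0.458, adjusted p = 0.259). The *Gadd45* family has 3 members in the files. *Gadd45a*, on chromosome 6 from 67035096 to 67037457, had a log2 fold change of 2.52 (standard error 0.217, adjusted p = 0.00513) in refed liver, where it was expressed at 6.01 ± 0.225 CPM in WT and 34.4 ± 6.41 CPM in HRD1 Alb. *Gadd45b* and *Gadd45g* were also higher in both refed HRD1 Alb samples than in both WT samples, with log2 fold changes of 1.16 and 2.07, but did not pass the adjusted threshold (adjusted p = 0.0642 and 0.0861). Counts per gene do not separate the spliced form *Xbp1s* from other *Xbp1* transcripts. Total *Xbp1*, on chromosome 11 from 5520659 to 5525893, was 353 ± 3.62 CPM (SD, n = 2) in refed WT and 289 ± 11.7 CPM (SD, n = 2) in refed HRD1 Alb liver, a log2 fold change of -0.291 (standard error 0.153, adjusted p = 0.218). Its fasted log2 fold change was -0.332 (adjusted p = 0.307). In the fit with a replicate block, the refed log2 fold changes were 4.18 for *Ddit3* (adjusted p = 0.00394), 4.37 for *Trib3* (adjusted p = 0.0155) and -0.291 for *Xbp1* (adjusted p = 0.231), and the same-numbered refed samples correlated with r = 0.0610 in their deviations across genes. The alternative that moved the refed value of *Ddit3* most was the block together with a correction for transcript length, which was chosen after seeing the data, at 3.77 (adjusted p = 0.00474). Of the alternatives without a length correction, the fit without replicate 1 of the refed WT group moved it most, to 4.45 (adjusted p = 0.0339). The paper reasons that the few ER stress-response genes that increased, unlike *Xbp1s*, are downstream of the PERK-ATF4 branch, which it goes on to test with an inhibitor.

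**Figure D2:**
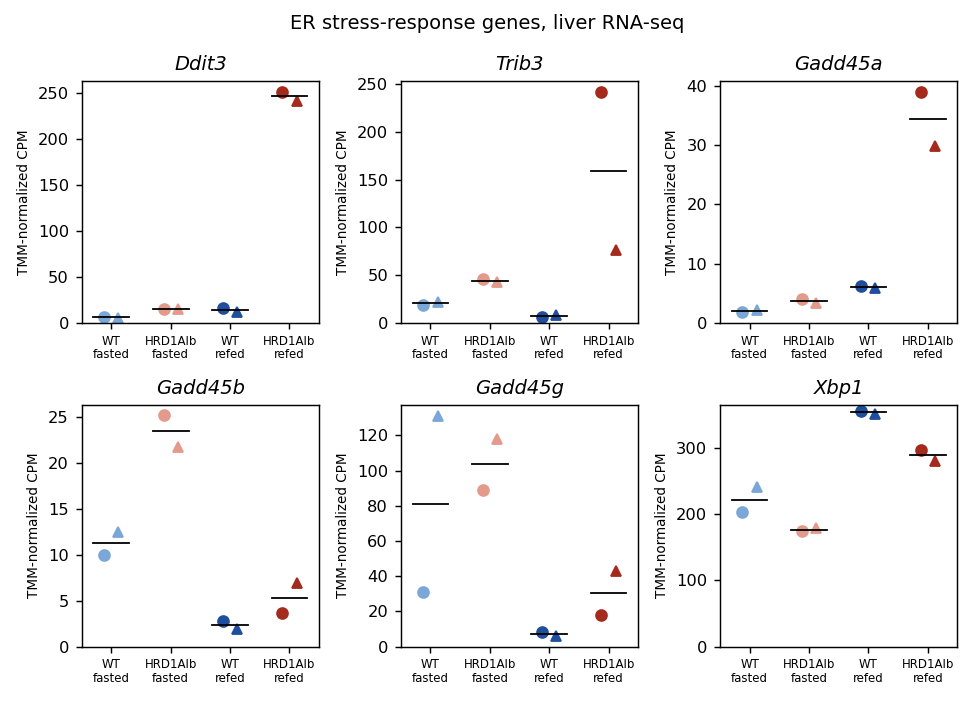
TMM-normalized CPM of *Ddit3*, *Trib3*, *Gadd45a*, *Gadd45b*, *Gadd45g* and *Xbp1* in the 4 groups. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 samples. In refed liver both HRD1 Alb samples lie above both WT samples for every gene except *Xbp1*, where both lie below.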

Consistent with our previous observations in immune cells, deletion of *HRD1* caused increases in the expression of only few ER stress-response genes such as *Ddit3* (*Chop*), *Trib3*, and *Gadd45* but not *Xbp1s* (Fig. 5a), which are downstream targets of the PKR-like ER kinase (PERK)-ATF4 branch of the ER stress pathways important for the lipogenic gene expression^37^. However, administration of a PERK-specific inhibitor to the HRD1^Alb^ mice, despite the *Ddit3* mRNA expression was dramatically inhibited, did not alter the mRNA expression of *Srebf1*, *Chrebf1*, *Scd1*, *Fasd2*, *Gyk*, *Agpat2*, *Apob*, and *Tymp* (Supplementary Fig. 9), largely excluding the possibility that HRD1 regulates the lipid metabolism through activation of the PERK-ATF4 pathway.

**Fig. 5:**
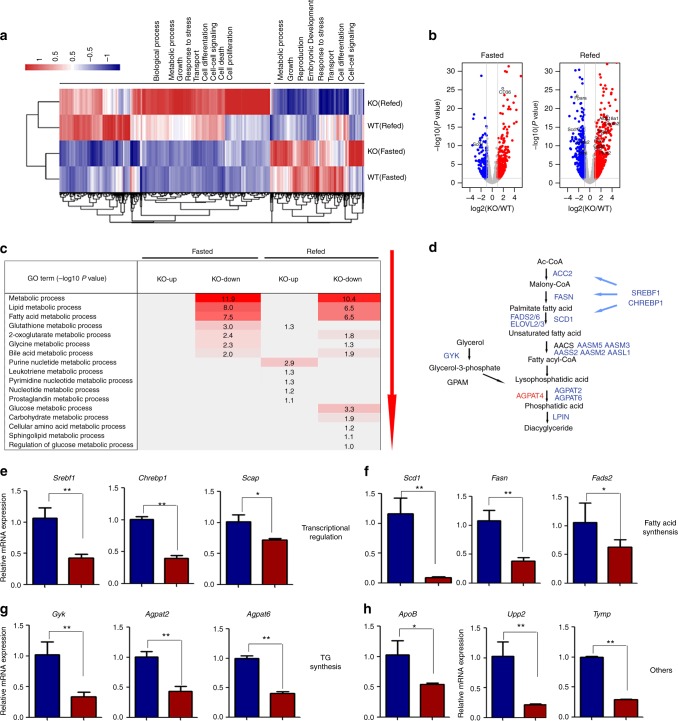
HRD1 deletion reprograms liver metabolic gene expression profiles. **a** Heatmap of upregulated or downregulated hepatic genes from WT and HRD1^Alb^ mice. **b** Volcano plot of the genes from **a** under fasted and refed conditions. **c** Metabolic functions of the genes. **d** Key gene list related to metabolic function. **e**–**h** Hepatic gene expression profiles in WT and HRD1^Alb^ mice under the refed condition (*n* = 6 for each group). The data are representative of three independent experiments (mean ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

Functional analysis of the genome-wide RNA sequencing (RNA-seq) data identified that a large proportion of the altered genes important for metabolic processes, including glucose, FA and lipid, amino acid, and nucleotide metabolism (Fig. 5c, Gene Expression Omnibus (GEO) access number: GSE113154). 

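The Reactome sets described here were picked by their names, for glucose, amino acid, nucleotide, fatty acid and lipid metabolism, after the data were seen. They are not all the metabolic sets among the 698 tested, and others were enriched among the decreased genes, such as Bile acid and bile salt metabolism (adjusted p = 1.96e-04 fasted and 0.00102 refed). The set Glucose metabolism has 68 tested genes. In refed liver 5 of them were increased at least 2-fold, against 7.75 expected by chance, and 1 was decreased, against 3.28 expected (Fisher's exact test, adjusted p = 1 for both). Metabolism of amino acids and derivatives has 161 tested genes, of which 8 were decreased in refed liver, with 7.78 expected (adjusted p = 1), and 4 in fasted liver, with 2.43 expected (adjusted p = 1). For Metabolism of nucleotides, with 74 tested genes, 4 were decreased in refed liver against 3.57 expected (adjusted p = 1). Fatty acid, triacylglycerol, and ketone body metabolism, with 78 tested genes, had 5 decreased genes in refed liver and 3.77 expected (adjusted p = 1). The broader set Metabolism of lipids and lipoproteins was enriched among the decreased genes of both conditions (adjusted p = 0.00269 fasted and 0.0147 refed). With all tested genes ranked by camera in place of the 2-fold lists, the amino acid set was shifted downward in fasted liver (adjusted p = 6.74e-06). The fatty acid set was shifted downward in fasted and refed liver (adjusted p = 0.00663 and 0.0139). Amino acid synthesis and interconversion was shifted upward in fasted and refed liver (adjusted p = 0.0481 and 0.00981). In fasted liver, Amino acid transport across the plasma membrane was shifted upward and Sulfur amino acid metabolism downward (adjusted p = 0.0354 and 0.00395). The refed lipid result moved most without replicate 1 of the refed HRD1 Alb group (adjusted p = 0.814). With the replicate number as a block, the lipid set kept an adjusted p of 0.00425 in fasted and 0.0322 in refed liver. Same-numbered samples deviated together with r = 0.0631 in fasted and r = 0.0610 in refed liver, across genes. From its functional analysis, the paper concludes that a large proportion of the altered genes serve metabolic processes.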

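Among the genes decreased at least 2-fold in HRD1 Alb liver, the Reactome set Metabolism of lipids and lipoproteins (425 tested genes) held 19 genes under the fasted condition, against 6.41 expected by chance (Fisher's exact test, adjusted p = 0.00269). In the refed condition it held 38, against 20.5 expected (adjusted p = 0.0147). Among the increased genes the same set held 21 genes in fasted liver and 34 in refed liver, fewer than the 29.1 and 48.5 expected (adjusted p = 1 for both). Bile acid and bile salt metabolism, with 37 tested genes, had 7 decreased genes in fasted liver (0.558 expected, adjusted p = 1.96e-04) and 10 in refed liver (1.79 expected, adjusted p = 0.00102). Arachidonic acid metabolism had 11 decreased genes of 57 in refed liver (adjusted p = 0.00865), and Steroid hormones had 6 of 21 (adjusted p = 0.0210). Without replicate 1 of the refed HRD1 Alb group the refed lipid result moved most, to an adjusted p of 0.814. In that fit the refed bile acid set had an adjusted p of 0.300. With the replicate number as a block the lipid set had an adjusted p of 0.0322. The deviations of refed samples that share a number had r = 0.0610 across genes. Adding a correction for transcript length to the block, an alternative chosen after seeing the data, gave 0.129. From the number of lipid and FA genes affected, the paper concludes that HRD1 is a critical regulator in liver metabolism.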

Further functional enrichment analysis showed that *HRD1* deletion resulted in significant changes in the expression of a large number of genes critical for lipid and FA metabolism (Fig. 5c). These results indicate that HRD1 is a critical regulator in liver metabolism. Both AMPK and AKT pathways suppress lipogenesis through suppressing downstream target genes, including *Srebf1* and *Chrebp1*^7^. Consistent with our discovery that HRD1 deletion led to elevated ENTPD5 expression, as well as AMPK and AKT activation, the expression of transcription factors *Srebf1* and *Chrebp1*, as well their target genes *Scd1*, *Fads2/6*, and *Elovl2/3*, were dramatically decreased in our RNA-seq analysis (Fig. 5d), which was validated by qPCR (Fig. 5e, f). 

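*Srebf1*, on chromosome 11 from 60199089 to 60222581 of GRCm38, was expressed at 148 ± 83.2 CPM (SD, n = 2) in refed WT and 64.3 ± 3.27 CPM (SD, n = 2) in refed HRD1 Alb liver. Its log2 fold change was -1.20 (standard error 0.357, adjusted p = 0.0692). Both HRD1 Alb samples were below both WT samples, but the difference did not pass the adjusted threshold of 0.05. *Chrebp1* is listed in the files as *Mlxipl*, on chromosome 5 from 135089890 to 135138382. Its expression fell from 292 ± 20.1 CPM (SD, n = 2) in WT to 114 ± 42.8 CPM (SD, n = 2) in HRD1 Alb refed liver, a log2 fold change of -1.36 (standard error 0.280, adjusted p = 0.0292). *Scd1*, on chromosome 19 from 44394455 to 44407879, had the largest refed decrease of the target genes, from 2274 ± 147 (SD, n = 2) to 199 ± 59.9 CPM (SD, n = 2), a log2 fold change of -3.52 (standard error 0.521, adjusted p = 0.0136). The refed log2 fold changes of *Fads2* (on chromosome 19), *Elovl2* (chromosome 13) and *Elovl3* (chromosome 19) were -1.08, -1.23 and -2.93 (adjusted p = 0.0146, 0.0136 and 0.0340), and that of *Fads6* (chromosome 11) was -1.07 (adjusted p = 0.0708). All 7 genes were lower in both refed HRD1 Alb samples than in both WT samples. Under the fasted condition *Scd1* and *Elovl3* passed the adjusted threshold, with log2 fold changes of -2.95 (adjusted p = 0.0478) and -4.62 (adjusted p = 0.0362). *Srebf1* and *Mlxipl* did not, at -0.153 (adjusted p = 0.873) and -0.621 (adjusted p = 0.290). A model with the replicate number as a block gave refed log2 fold changes of -1.13 for *Srebf1* (adjusted p = 0.0788), -1.38 for *Mlxipl* (adjusted p = 0.0381) and -3.60 for *Scd1* (adjusted p = 0.0110), with r = 0.0610 across genes between the deviations of same-numbered refed samples. Under the block *Fads6* passed the adjusted threshold, with a log2 fold change of -1.12 (adjusted p = 0.0466). Of *Srebf1*, *Mlxipl* and *Scd1*, the value of *Srebf1* depended most on a single sample: without replicate 2 of the refed WT group it was -0.466 (adjusted p = 0.323). The paper states that the AMPK and AKT pathways suppress *Srebf1* and *Chrebp1*. It presents the decreases as matching its findings of elevated ENTPD5 and of AMPK and AKT activation.

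**Figure D3:**
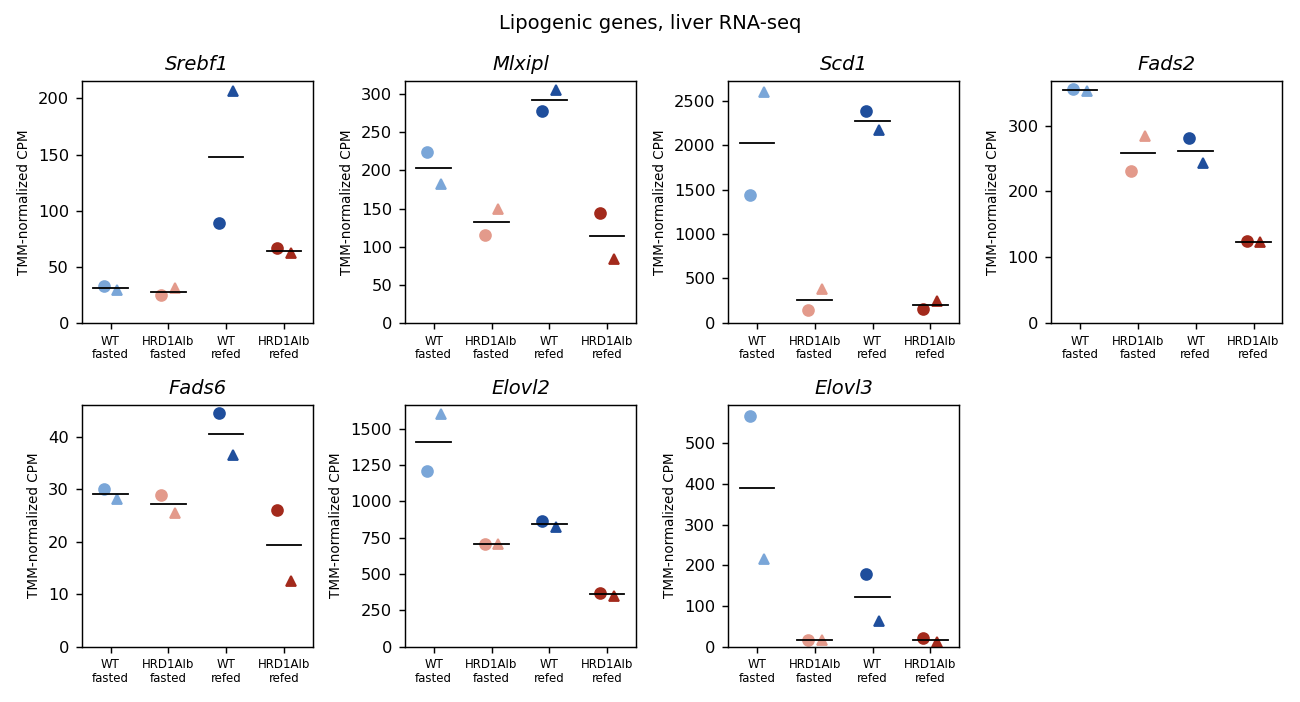
TMM-normalized CPM of the lipogenic genes in the 4 groups, one panel per gene. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 samples. For *Scd1* the refed HRD1 Alb samples average 199 CPM against 2274 CPM in refed WT liver.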

Genes that control FA and TG synthesis (Fig. 5f, g), *Scd1*, *Fasn*, *Fads2*, *Gyk*, and *Agpat2/6*, were decreased and genes involved in FA oxidation, *Acot2*, *Acot9*, *Fabp7*, and *Lpl*, were increased in the livers by *HRD1* deletion (Supplementary Fig. 8). Genes that regulate amino acid synthesis, *Upp2* and *Tymp*, were also decreased by *HRD1* deletion (Fig. 5h). Therefore, targeted HRD1 deletion resulted in a shift in the metabolic gene expression profile in the mouse liver.

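Fig. 5d marks 19 tested genes as decreased. In these counts all 19 were lower in refed HRD1 Alb than in refed WT liver, with log2 fold changes from -3.52 to -0.453 and a median of -1.18. The list comes from the paper's RNA-seq of these same samples, so its direction is no independent evidence of a decrease. Of them 13 were decreased at least 2-fold, counted by fold change alone without a cutoff on p, and 11 passed an adjusted p-value of 0.05. Under the fasted condition all 19 were again lower, 4 by at least 2-fold on the same count and 3 past the adjusted threshold. *Fasn*, on chromosome 11 from 120805846 to 120824547 of GRCm38, was 398 ± 185 CPM (SD, n = 2) in refed WT and 242 ± 36.0 CPM (SD, n = 2) in refed HRD1 Alb liver, a log2 fold change of -0.720 (standard error 0.348, adjusted p = 0.188). *Gyk* and *Agpat6*, whose symbols have no match in the annotation, had refed log2 fold changes of -1.19 (adjusted p = 0.0190) and -0.453 (adjusted p = 0.112). For *Agpat2* (chromosome 2) and *Apob* (chromosome 12) the values were -0.706 (adjusted p = 0.0404) and -1.24 (adjusted p = 0.0164). Among genes involved in FA oxidation or uptake, *Lpl*, on chromosome 8 from 68880491 to 68907448, rose from 21.5 ± 5.04 (SD, n = 2) to 136 ± 10.2 CPM (SD, n = 2), a log2 fold change of 2.66 (standard error 0.262, adjusted p = 0.00691). *Acot2*, *Acot9* and *Fabp7* had refed log2 fold changes of 1.41, 1.21 and 1.75, with adjusted p-values from 0.0283 to 0.0404. A wider list of 20 FA oxidation genes and PPARα targets, which holds *Acot2*, was tested by camera. It did not pass in refed liver (7 of 20 genes higher, mean log2 fold change 0.0497, adjusted p = 0.699). In fasted liver 3 of 20 were higher (mean -0.154, adjusted p = 0.0774). The genes named here therefore do not stand for FA oxidation genes as a group. *Tymp*, on chromosome 15 from 89371931 to 89377039, fell from 85.1 ± 7.28 (SD, n = 2) to 24.9 ± 0.978 CPM (SD, n = 2) in refed liver, a log2 fold change of -1.78 (standard error 0.166, adjusted p = 0.00559), and *Upp2* (chromosome 2) had a log2 fold change of -2.70 (standard error 0.397, adjusted p = 0.0135). In fasted liver *Upp2* was little changed, with a log2 fold change of 0.151 (adjusted p = 0.882). Transcript length mattered for some of these genes. With a correction for it, chosen after seeing the data, the value of *Apob* was -0.607 and no longer passed the threshold (adjusted p = 0.0838), and that of *Fasn* was -0.0972 (adjusted p = 0.889). *Fabp7* moved by a similar amount without replicate 2 of the refed HRD1 Alb group, to 1.12 (adjusted p = 0.0498). The model with a replicate block gave 2.69 for *Lpl* (adjusted p = 0.00977), -1.77 for *Tymp* (adjusted p = 0.00941) and -2.74 for *Upp2* (adjusted p = 0.0175), while *Fabp7*, at 1.74, no longer passed (adjusted p = 0.0556). Replicate numbers accounted for little of the deviations in refed liver (r = 0.0610 across genes). From the direction of these genes, the paper concludes that targeted HRD1 deletion shifts the metabolic gene expression profile of the mouse liver.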

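*Fgf21*, on chromosome 7 from 45613886 to 45615490 of GRCm38, was expressed at 1.87 ± 0.477 CPM (SD, n = 2) in refed WT and 23.7 ± 2.64 CPM (SD, n = 2) in refed HRD1 Alb liver, a log2 fold change of 3.67 (standard error 0.228, adjusted p = 0.00148). In fasted liver the values were 14.4 ± 0.325 (SD, n = 2) and 56.3 ± 4.40 CPM (SD, n = 2), a log2 fold change of 1.97 (standard error 0.206, adjusted p = 0.0156). Each HRD1 Alb sample was above each WT sample in both conditions, although 2 samples against 2 cannot reach an exact permutation p below 0.333. The test for a difference between the refed and fasted effects gave a log2 difference of 1.70 (standard error 0.292, adjusted p = 0.544). With a replicate block the log2 fold changes were 3.68 in refed liver (adjusted p = 0.00394) and 1.97 in fasted liver (adjusted p = 0.0272). The check of the pairing gave r = 0.0610 for refed and 0.0631 for fasted samples, across genes. The refed value moved most with the block and a correction for transcript length, chosen after seeing the data, to 3.29 (adjusted p = 0.00976), and next, apart from the length correction alone, when replicate 2 of the refed WT group was left out, to 3.95 (adjusted p = 0.0454).

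**Figure D4:**
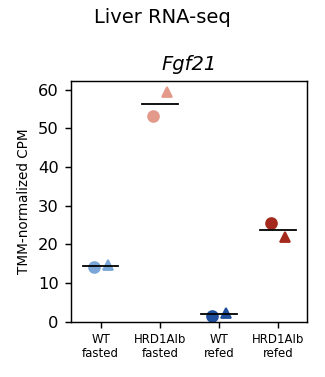
TMM-normalized CPM of *Fgf21* in the 4 groups. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 samples. The refed HRD1 Alb samples average 23.7 CPM and the refed WT samples 1.87 CPM.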

Interestingly, our RNA-Seq data showed that HRD1 deletion increased the Fgf21 expression. We confirmed the elevation of Fgf21 mRNA by reverse transcriptase–qPCR methods, and we also found that the fibroblast growth factor 21 (FGF21) protein levels in the serum were increased after hepatic HRD1 deletion (Supplementary Fig. 10a, b). The elevation of energy expenditure of the HRD1^Alb^ mice was rescued by FGF21 deletion (Supplementary Fig. 10c). However, deletion of FGF21 failed to rescue the decreased levels of serum TG and FA in HRD1^Alb^ mice and stearoyl-CoA desaturase (Scd1) expression (Supplementary Fig. 10d, e), an enzyme that catalyzes the rate-limiting step in the formation of monounsaturated FA, suggesting that HRD1 may regulate TG and FA metabolism through alternative pathways in the absence of FGF21. To further support this conclusion, Hrd1 deletion sufficiently protected mice from the HFD-induced fatty liver disease even with Fgf21 deletion (Supplementary Fig. 11).

### HRD1 regulates liver metabolism partially through ENTPD5–AMPK axis

To investigate whether the lower expression of genes involved in FA and TG synthesis in the HRD1-deficient liver are due to lower body weight of the HRD1^Alb^ mice, we injected polyI:C into the Mx1-Cre HRD1^flox/flox^ mice and their WT littermates to silence HRD1 expression in the liver. As shown in Fig. 6a, 2 days after polyI:C treatment when the mice body weight was unaltered, the expression levels of genes involved in FA synthesis including *Srebf1*, *Chrebf1*, and *Scd1* were dramatically decreased in the Mx1-Cre HRD1^flox/flox^ mice, indicating that these changes are not due to growth retardation. However, we are aware that, even without body weight reduction, the possibility that AMPK overactivation and lower expression of genes are due to the altered systemic metabolic factors such as serum FA levels cannot be fully excluded. We then detected p-AMPK and p-AKT in the in vitro cultured primary hepatocytes in which the culture media are synchronized. Consistent with our initial observation, AMPK but not AKT activation was significantly increased by HRD1 deletion (Fig. 6b). In addition, the expression of genes involved in FA synthesis including *Srebf1*, *Chrebf1*, *Scd1*, *and Fads2* were dramatically decreased in HRD1 knockout (KO) primary hepatocytes (Fig. 6c). Collectively, our data indicate that liver HRD1 deletion affects AMPK activation and metabolic response in a hepatocyte-intrinsic manner. To further support this notion, AMPK inhibitor injection significantly increased the expression of genes involved in lipogenesis including *Chrebp1*, *Scd1*, and *Gyk* in HRD1^Alb^ mice. Similarly, upregulation of the genes regulating the FA oxidation (*Lpl* and *Acot9*) in HRD1^Alb^ mice was reversed by AMPK inhibitor administration (Fig. 6d and Supplementary Fig. 12). Therefore, HRD1 regulates liver metabolism through, at least partially, the ENTPD5-AMPK pathway.

**Fig. 6:**
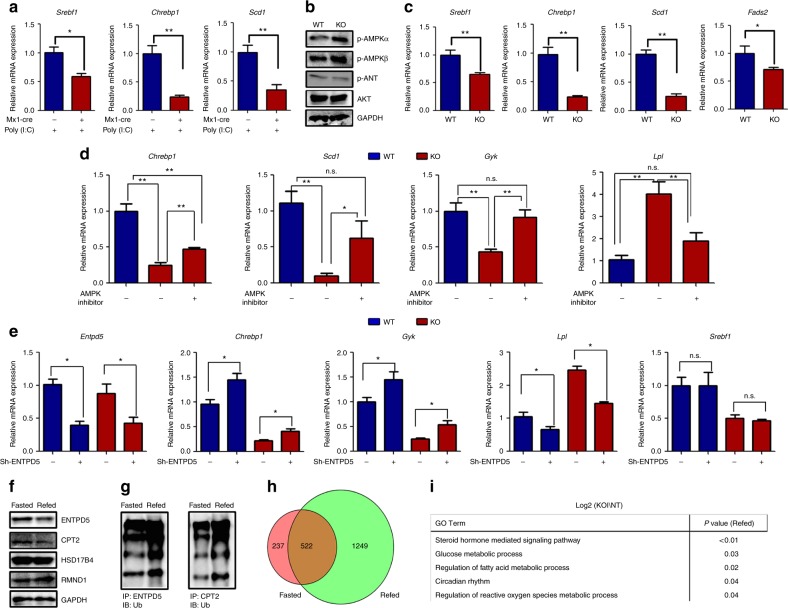
HRD1-mediated ubiquitination reprograms liver metabolic response partially through ENTPD5-AMPK pathway overactivation. **a** Relative mRNA of *Srebf1*, *Chrebp1*, and *Scd1* of HRD1^flox/flox^ (WT) and HRD1^flox/flox^ Mx1-Cre^+^ mice 2 days after polyI:C injection (*n* = 5 for each group). **b**, **c** WT and HRD1^Alb^ hepatocytes were isolated and cultured overnight. mRNA levels of *Srebf1*, *Chrebp1, Scd1*, and *Fads2* (**b**) and AMPK and AKT activity were measured (**c**). **d** WT and HRD1^Alb^ mice were fasted overnight and refed for 1 h and then administered with AMPK inhibitor for additional 3 h. Hepatic mRNA levels of *Chrebp1*, *Scd1*, *Gyk*, *Srebf1*, *Lpl*, and *Acot9* were measured (*n* = 5 for each group). **e** WT and HRD1^Alb^ hepatocytes were infected with lentivirus to specifically knockdown *Entpd5*. Two days after infection, hepatic mRNA levels of *Entpd5*, *Hrd1*, *Chrebp1*, *Gyk*, *Lpl*, and *Srebf1* were measured (*n* = 5 for each group). **f** Hepatic ENTPD5, CPT2, RMND1, and HSD17B4 protein levels were measured in the fasted and refed conditions. **g** Ubiquitination levels of ENTPD5 and CPT2 were measured in the fasted and refed conditions. **h** Differential genes in the fasted and refed genes were overlapped. **i** Metabolic functions of the genes from **h**. Data are representative of three independent experiments (mean ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

Our data indicate that HRD1 functions as an E3 ubiquitin ligase of ENTPD5, an enzyme known to activate AMPK through converting ATP to AMP^27^. To further determine whether the liver-specific HRD1 deletion alters liver metabolic response through the elevated ENTPD5, we infected primary hepatocytes from WT and HRD1 KO mice with lentivirus expressing *Entpd5*-specific short hairpin RNA (shRNA). *Entpd5*-specific shRNA efficiently knocked down ENTPD5 mRNA without altering *Hrd1* mRNA expression (Fig. 6e and Supplementary Fig. 13). Importantly, suppression of ENPTD5 expression partially rescued *Chrebp1* and *Scd1* expression in HRD1-null hepatocytes. In addition, the elevated *Lpl* expression in HRD1-null liver cells was largely reversed by *Entpd5* knockdown. These results indicated that metabolic alteration induced by HRD1 deletion partially through the ENTPD5 accumulation.

### HRD1 reprograms liver metabolic response in mice upon refeeding

Our observation that HRD1 gene transcription is induced by refeeding in mouse liver (Fig. 1b, c), implying a possible molecular mechanism by which refeeding induced HRD1 expression to regulate liver metabolism through catalyzing its targets for ubiquitination-mediated degradation. Indeed, a significant reduction in the protein expression of both ENTPD5 and CPT2 was detected in the liver tissue from refed mice (Fig. 6f). This reduction is likely due to the ubiquitination catalyzed by elevated HRD1 because the ubiquitination of ENTPD5 and CPT2 in the liver of refed mice was increased (Fig. 6f). However, while HRD1 deletion results in elevated HSD17B4 and RMND1 protein expression, a 4-h refeeding did not lead to a dramatic reduction of their protein expression levels, which is possibly due to a longer half-life or a different dynamic in ubiquitination-mediated degradation HSD17B4 and RMND1 (Fig. 6g). 

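Of the genes changed at least 2-fold in either direction by HRD1 deletion, 1539 were changed only in the refed condition, 409 only in the fasted condition and 787 in both. Among the 1539 genes changed only after refeeding, 979 were increased in HRD1 Alb liver. The 787 shared genes changed in the same direction in 781 cases. Most genes on the refed-only list also leaned the same way under the fasted condition: 1310 of them (85.1%) had the same sign, with a median absolute log2 fold change of 0.521 in fasted and 1.38 in refed liver. Over all tested genes, the fasted and refed log2 fold changes correlated with Pearson's r = 0.660 and Spearman's rho = 0.554, across genes, which are not independent replicates. Whether the effect of HRD1 deletion differs between feeding conditions was tested by the interaction of genotype and feeding. Of the 1539 refed-only genes, 437 (28.4%) had an unadjusted interaction p-value under 0.05. After adjustment over all tested genes 0 genes passed, and the smallest adjusted p-value was 0.116, for *Ddit3*, with a log2 difference of 2.86 (standard error 0.290). The fit with a replicate block gave 1582 refed-only, 408 fasted-only and 769 shared genes, and 0 genes with an interaction. Same-numbered samples deviated together with r = 0.0631 in fasted and r = 0.0610 in refed liver, across genes. Leaving out replicate 1 of the refed HRD1 Alb group moved the refed-only and interaction counts most: 3368 genes were then changed only in the refed condition and 4890 had an interaction at an adjusted p-value under 0.05. From its gene lists together with its protein and ubiquitination data, the paper proposes that ubiquitination by HRD1 helps to reprogram the liver's response to refeeding.

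**Figure D5:**
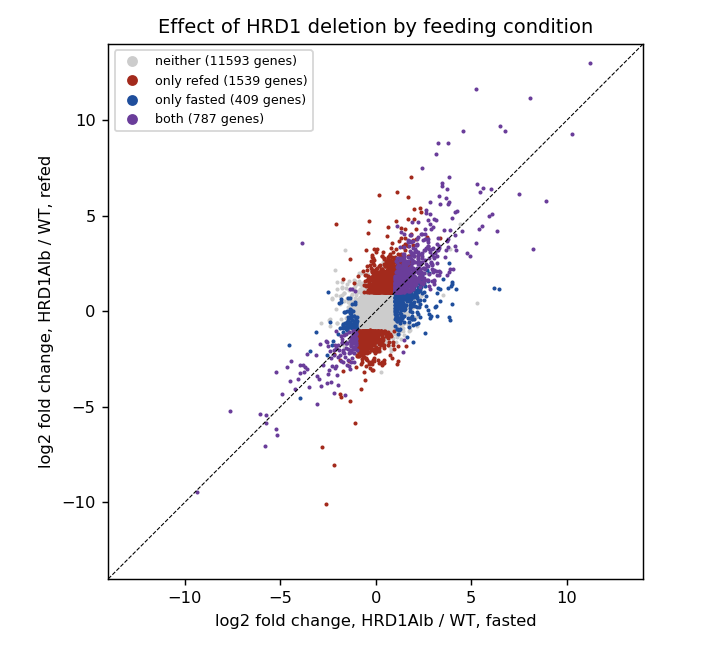
Log2 fold change between HRD1 Alb and WT liver of each tested gene, in the fasted condition (horizontal axis) and in the refed condition (vertical axis). Colors mark genes changed at least 2-fold only fasted (409), only refed (1539) or in both (787), and the dashed line marks equal effects. Genes changed in both conditions lie almost all in the lower left and upper right of the plot.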

Moreover, analysis of the gene expression profiles in the liver WT and HRD1^Alb^ mice indicate that a substantial number genes was dramatically increased in HRD1-null liver only in the refed condition, and much less genes were altered in fasted condition (Fig. 6h and Supplementary Fig. 14, 1249 vs 237). 

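The 1539 genes changed at least 2-fold only in the refed condition were tested against the 698 Reactome sets by one-sided Fisher's exact tests, a test added after the data were seen. Reactome stands in here for the Gene Ontology terms of Fig. 6i. At an adjusted p-value under 0.05, 31 sets were enriched. The first was Eukaryotic Translation Elongation, mostly ribosomal protein genes, with 50 of 79 genes against 8.49 expected (adjusted p = 1.77e-26). Among all refed increased genes, the related set Eukaryotic Translation Termination had an adjusted p of 1 without replicate 2 of the refed HRD1 Alb group. Collagen degradation followed further down the list, with 14 of 43 genes (adjusted p = 0.00346). Steroid hormones, a set for the metabolism of these hormones and not for their signaling, had 4 of 21 genes against 2.26 expected (adjusted p = 1). The Nuclear Receptor transcription pathway had 11 of 41, with 4.40 expected (adjusted p = 0.0673). Glucose metabolism had 2 of 68 (7.30 expected, adjusted p = 1), and Metabolism of lipids and lipoproteins had 41 of 425 (45.6 expected, adjusted p = 1). For circadian rhythm, the set of genes activated by BMAL1 and CLOCK had 5 of 15 genes (1.61 expected, adjusted p = 0.304), and the larger set Circadian Clock had 7 of 28 (3.01 expected, adjusted p = 0.413). With the replicate number as a block 31 sets were enriched, and the refed samples of the same number had r = 0.0610 across genes. The number moved most with the block and a correction for transcript length together, to 20 sets. The paper takes the functions of these genes as evidence that they serve several liver metabolic response pathways.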

Gene Ontology function analysis indicate that these genes are critical for multiple liver metabolic response pathways including steroid hormone-mediated signaling pathway, glucose and lipid metabolic process, and circadian rhythm (Fig. 6i). Collectively, our data suggest that HRD1-mediated ubiquitination plays an important role in reprogramming liver metabolic response in mice upon refeeding.

### HRD1 is a potential therapeutic target for HFD-induced obesity

Our findings suggest that HRD1 may be a novel therapeutic target for liver metabolic disorders, including obesity and fatty liver disease. To test this hypothesis, we tested whether induction of HRD1 deletion in *HRD1*^*f/f*^Mx1-Cre mice liver 6 weeks after HFD feeding could suppress HFD-induced metabolic disorders (Fig. 7a). Interestingly, within a week of polyI:C treatment, body weight gain in HFD-fed *HRD1*^*f/f*^Mx1-Cre mice fully stopped, and 3–4 weeks later, the body weight declined, despite continuation of the HFD. In contrast, control mice continued to gain body weight (Fig. 7b). Consistent with the effect on weight, we also observed that the accumulation of subcutaneous, epididymal, and mesenteric adipose tissue mass was dramatically reduced in the polyI:C-treated *HRD1*^*f/f*^Mx1-Cre mice (Fig. 7c). Morphological evaluation showed a pale color appearance of the liver in WT mice compared to *HRD1*^*f/f*^Mx1-Cre mice 10 weeks after polyI:C treatment, and both the liver size and mass of the polyI:C-treated *HRD1*^*f/f*^Mx1-Cre mice were significantly decreased compared to control mice, implying a reduction in lipid deposition in the liver of mice by induced HRD1 deletion (Fig. 7d). In fact, further histological analysis demonstrated that the liver of WT control but not polyI:C-treated *HRD1*^*f/f*^Mx1-Cre mice developed severe steatosis 14 weeks after HFD (Fig. 7e). Staining with Oil Red O further confirmed a massive lipid deposition in the liver of control mice, which was largely diminished in the liver of *HRD1*^*f/f*^Mx1-Cre mice by polyI:C treatment (Fig. 6e). These results clearly indicate that liver-specific HRD1 suppression reversed HFD-induced obesity and hepatic steatosis in *HRD1*^*f/f*^Mx1-Cre mice. To further support this conclusion, we detected a significant reduction in the serum TG and cholesterol levels in polyI:C-treated *HRD1*^*f/f*^Mx1-Cre mice compared to untreated controls (Fig. 7f). In addition, polyI:C treatment significantly improved glucose tolerance and insulin sensitivity compared to WT mice (Fig. 7g, h). These results indicate that HRD1 suppression even after 6 weeks HFD feeding fully protected mice from developing obesity, hepatic steatosis, and insulin resistance, suggesting that HRD1 is a potential therapeutic target for HFD-induced metabolic disorders.

**Fig. 7:**
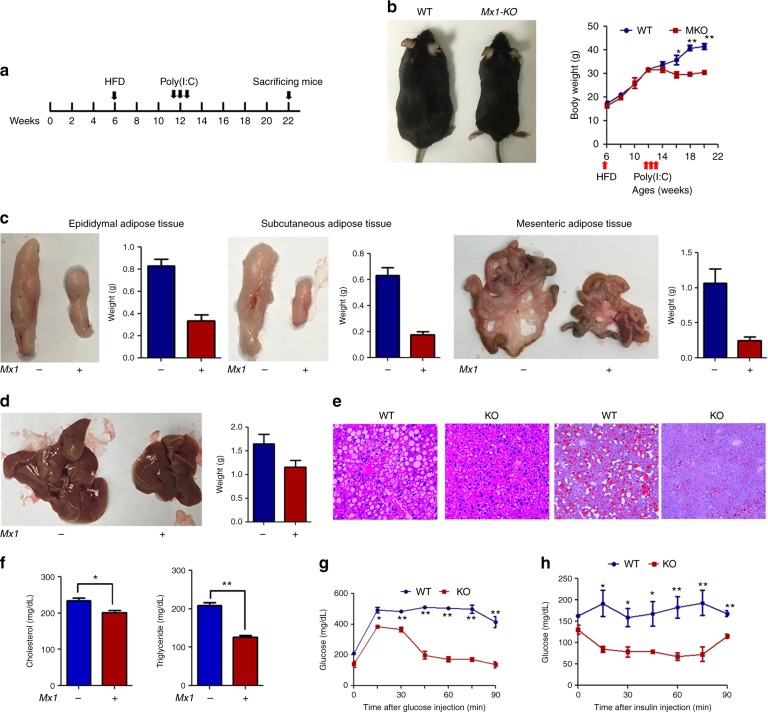
HRD1 is a potential therapeutic target for HFD-induced obesity and fatty liver disease. **a** Flowchart of the study design. **b** Body weights of male mice were measured every 2 weeks while on a HFD. Fat (**c**) and liver (*n* = 5 for each group) (**d**) weights from WT and polyI:C-injected *HRD1*^*F/F*^Mx1-Cre^+^ mice fed a HFD for 16 weeks. (*n* = 5 for each group). **e** H&E and Oil Red O staining of the liver from **c**. **f** Serum TG and cholesterol levels from WT and polyI:C-injected *HRD1*^*F/F*^Mx1-Cre^+^ mice fed with 16 weeks HFD under the refed condition. Glucose tolerance assay (*n* = 5 for each group) (**g**) and insulin tolerance assay (*n* = 5 for each group) (**h**) were performed on mice after 16 weeks of HFD. Data are representative of three independent experiments (mean ± s.d.). *P < 0.05. **P < 0.01 by unpaired Student’s *t* test

## Discussion

The current study identified HRD1 as a novel molecular regulator in liver metabolism and a potential therapeutic target for the treatment of HFD-induced obesity and fatty liver disease. Our results from both the proteomic analysis and genome-wide RNA-seq indicate that HRD1 is a critical regulator for liver metabolic regulation including glucose, lipid, nucleotide, and amino acid metabolism. As an E3 ligase, it is not surprising that the regulatory function of HRD1 occurs through ubiquitination-mediated protein destruction. Out of the four confirmed HRD1 interactors, ENTPD5, CPT2, RMND1, and HSD17B4 were validated as HRD1 substrates, and HRD1 deletion resulted in dramatic increases in their protein, but not mRNA, levels in the mouse liver. As an ectonucleoside triphosphate diphosphohydrolase, the major effect of ENTPD5 on glycolysis might be its ability to generate ADP/AMP^27^. Elevated AMP levels (and to a lesser extent, ADP) activate AMPKs and phosphofructokinase and inhibit fructose diphosphatase to drive glycolysis and prevent gluconeogenesis and lipogenesis through downregulation of downstream target genes, including *Srebf1* and *Chrebp1*^7^. Therefore, HRD1-mediated ENTPD5 ubiquitination and degradation appears to be a critical pathway in liver metabolic regulation. Both HSD17B4 and CPT2 are multifunctional enzymes important for FA oxidation^28,29^. Therefore, the elevated activity of ENTPD5, CPT2, RMND1, and HSD17B4 caused by HRD1 deletion in the liver would facilitate FA oxidation and inhibit lipogenesis. In addition, AMPK has been reported to directly regulating the energy expenditure by modulating NAD+ metabolism and SIRT1 activity. FGF21 is a critical hepatic hormone in regulating energy homeostasis through directly targeting adipose tissue and hypothalamus. Our RNA-seq data also showed that hepatokine Fgf21 mRNA expression was dramatically increased after HRD1 deletion. Indeed, further Fgf21 deletion in HRD1-null liver reversed the increased energy expenditure induced by hepatic HRD1 deletion. However, HRD1 deletion protects mice from fatty liver disease largely in an Fgf21-independent manner. Therefore, the hepatic HRD1 appears to control mouse metabolism at least through two distinct molecular pathways: AMPK and Fgf21. A recent study has shown that HRD1 regulates PGC-1β protein stability in adipose tissues^38^; however, we observed a reduction in the expression of several PGC-1β target genes in the HRD1-null liver tissues. Therefore, HRD1 appears to function as metabolic regulator through multiple molecular mechanisms and, more importantly, in an organ-specific manner.

We found that the HRD1 interactome composes of a group of proteins in ER stress pathway, thereby confirming its function in regulating the hepatocyte unfolded protein response. HRD1-mediated degradation of misfolded proteins is critical for protecting cells from ER stress-induced apoptosis^39,40^; however, a complete deletion of HRD1 did not result in an extensive ER stress response, and both liver morphology and mass were not altered by complete HRD1 deletion. This may be due to compensatory activity of other E3 ubiquitin ligases in the ER that can reconstitute HRD1 functions in liver tissues, as several RING-finger E3 ubiquitin ligases have been identified in ER and some of them are involved in degrading misfolded proteins^38^. HRD1 has also been identified as the E3 ligase of IRE1α^14,17^. Consistent with this, we detected a significant increase in IRE1α in HRD1-null liver. Elevated activation of IRE1α has been shown to impair insulin signaling through c-Jun N-terminal kinase^41^. In contrast, we observed a dramatic decrease in lipid and glucose levels with HRD1 deletion, implying that HRD1 regulates liver metabolism independent of the increase in IRE1α expression. In addition, while the expression of PERK-ATF4 downstream genes are elevated, treatment of Hrd1-null hepatocytes PERK-specific inhibitor did not reverse the metabolic gene expression profiles. Nevertheless, given the important roles of PERK-ATF4 ER stress pathway in metabolic regulation^37^, further in vivo studies are needed to address the role of this pathway in HRD1-mediated metabolic regulation.

HRD1 appears to be a potential therapeutic target for HFD-induced obesity and fatty liver disease, because the induced deletion of HRD1 genes even after 6 weeks of a HFD prevented further body weight gain, largely diminished evidence of fatty liver disease, and abolished insulin resistance in mice. HRD1-specific inhibitors have been recently identified^24^, and it will be interesting to further evaluate the therapeutic efficacy of HRD1-specific inhibitors for prevention or treatment of HFD-induced metabolic disorders. Nevertheless, given the fact that the tissue and/or organ-specific HRD1 functions are largely unstudied, it is premature to conclude that a systemic HRD1 suppression by inhibitors is an ideal therapy to treat metabolic diseases. Moreover, as a critical metabolic regulator, it is possible that HRD1 expression and/or its genetic alteration are associated with human metabolic disorders, which is under investigation by our laboratory.

## Methods

### Mice and metabolic measurements

HRD1 floxed mice were used as previously described^20^. Hrd1-targeting vector was generated as in supplementary Fig. 1a and then transfected into an embryonic stem cell line generated from C57BL/6 mice. Neomycin selects were screened by PCR. Seven clones were obtained and confirmed by Southern blotting. Blastocyst injections resulted in several chimeric mice with the capacity for germline transmission. Breeding of heterozygous mice yielded Hrd1^flox/flox^ mice without phenotypic abnormalities in expected Mendelian ratios. Mx1-Cre (catalog no. 003556) and Albumin-Cre (catalog no. 016832) mice are at the C57BL/6 genetic background and purchased from The Jackson Laboratory. All mice were bred in a specific pathogen-free facility, and all animal experiments were approved by the institutional animal care and use committees at the Northwestern University. Animals were maintained on a standard chow diet under 12-h light and dark cycles beginning at 5:00 a.m. and 5:00 p.m., respectively. No randomization and blinding were used for the animal study. HFD (45 kcal% fat) is from the Research Diet Inc.

Measurements of food intake, activity, O_2_ consumption, CO_2_ production, and RER with indirect calorimetry were performed using a comprehensive laboratory animal monitoring system.

### Plasmids and antibodies

The full-length and truncation mutants of HRD1 and the ubiquitin expression plasmid were constructed as reported previously^19,20^. Mouse HSD17B4, ENTPD5, ATP5D, and CPT2 gene were amplified by PCR from mouse liver complementary DNA (cDNA) and cloned into pCMV-Myc (Clontech, CA, USA). The human GFP-SHP1 plasmid was obtained from Addgene (Cambridge, MA, USA). Antibodies to Flag (F1804), HRD1 (HPA024300), HMGCR (SAB4200529), and ATP5D (HPA002865) were purchased from Sigma (St. Louis, MO, USA), and antibodies to Myc (9E10), Myc (9E10)-HRP and HA (F7)-HRP were purchased from Santa Cruz (Santa Cruz, CA, USA). Anti-ENTPD5 (ab108603), anti-RMND1 (ab98850), anti-HSD17B4 (ab170910), and anti-MLYCD (ab95945) were purchased from Abcam (Cambridge, MA, USA). All other antibodies including Actin (13E5), AMPK and ACC Antibody Kit, GAPDH (14C10) pan-AKT (4691), p-AKT (2965), p-AKT (2965), S6K (2708), p-S6K (2215), Foxo1 (2880), and p-Foxo1 (9464) were purchased from Cell Signaling Technology (Danvers, MA, USA). All antibody working concentration for immunoblotting is 1 μg/ml.

### Cell culture, transfection, and immunoprecipitation

HEK293 cells (ATCC CRL-11268G-1) and HepG2 (ATCC HB-8065) cells were cultured in Modified Eagle’s medium (MEM) supplemented with 10% fetal bovine serum. Transfections were performed with Lipofectamine 2000 (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. HEK293 cells were transfected with the indicated expression vectors. After 24 h, the cells were lysed in lysis buffer supplemented with protease (Roche, Basel, Switzerland) and phosphatase inhibitor cocktails. Co-IP and immunoblotting analyses were performed as described previously^42,43^. Cells were lysed in cold radio immunoprecipitation assay buffer (EMD Millipore catalog no. 20-188). The cell lysate was precleaned with protein-G sepharose (GE Healthcare, catalog no. 17-0618-02) for 30 min and subjected to immunoprecipitation with each indicated antibody (2 μg), incubated for 1 h on ice, and then 25 μl of protein-G sepharose beads were added for additional 4–6 h. The beads were then washed for four times, boiled with 15 ml of 2 × sodium dodecyl sulfate (SDS) sample buffer for 5 min and the proteins were separated on 8–10% SDS–polyacrylamide gel electrophoresis (PAGE) gels and transferred to polyvinylidene difluoride membranes. The membranes were blocked in 5% fat-free dried milk in Tris-buffered saline with 0.5% Tween 20 (TBST) for 2 h. The membranes were then incubated in appropriate primary antibodies overnight at 4 °C. Membranes were washed in TBST and then incubated in horseradish peroxidase (HRP)-conjugated secondary antibodies (1:2500) (EMD Millipore Corp, goat anti-rabbit IgG antibody, HRP conjugate, catalog no. 12–348; goat anti-mouse IgG antibody, HRP conjugate, catalog no. 12–349). Membranes were washed in TBST, and the signals were visualized using enhanced chemiluminescence substrate (Thermo Scientific, Waltham, MA) and quantified using the Bio-Rad Image software. Representative uncropped blots are shown in Supplementary Fig. 15, 16.

### AP-MS analysis

HepG2 cells were cultured in MEM supplemented with 10% (v/v) fetal bovine serum and MEM Non-Essential Amino Acids Solution (HyClone, Logan, UT, USA). Cultures were grown to approximately 1 × 10^7^ cells. Briefly, cells were incubated on ice for 30 min in NETN lysis buffer (20 mM Tris-Cl [pH 8.0], 150 mM NaCl, 1 mM EDTA, 0.5% NP-40) supplemented with freshly added completely EDTA-free Protease Inhibitor (Roche), 0.1% 1 M dithiothreitol, and 1 M Na_3_VO_4_. The lysates then underwent ultracentrifugation (100,000 r.c.f.) for 20 min at 4 °C. The supernatants were collected and incubated with normal rabbit IgG or HRD1 (SYVN1) antibodies (Cell Signaling) for 2 h followed by ultracentrifugation and 1.5 h incubation with Protein A Sepharose^TM^ CL-4B (GE Healthcare, Sverige, Sweden). The beads were washed with NETN lysis buffer and the binding proteins were eluted. Lysates and immunoprecipitates were detected using the indicated primary antibodies, followed by detection with ECL substrate.The protein samples were resolved by 10% SDS-PAGE and stained with Coomassie Brilliant Blue R250 in parallel. The full lanes were cut into small bands, regardless of the presence of visible protein bands. The bands were digested with 100 ng of trypsin overnight, extracted twice with 100% acetonitrile, and dried in a Savant Speed-Vac. The peptides were resolved in 0.1% formic acid and were analyzed using an ultra-performance liquid chromatography (LC)–tandem mass spectrometry platform. The LC separation was performed on an Easy nLC 1000 (Thermo Fisher Scientific, San Jose, CA, USA) with an in-house packed capillary column (150 µm I.D. × 12 cm) with 1.9 µm C18 reverse-phase fused-silica (Michrom Bioresources, Inc., Auburn, CA, USA). The sample was eluted with a 78 min nonlinear gradient ramped from 5% to 30% mobile phase B (phase A: 0.1% formic acid in water, phase B: 0.1% formic acid in acetonitrile) at a 0.6 µl/min flow rate. Eluted peptides were analyzed using a Q-Exactive orbitrap mass spectrometer (Thermo Fisher Scientific, San Jose, CA, USA). The MS1 was analyzed over a mass range of 300–1400 Da with a resolution of 70,000 at *m*/*z* 200. The isolation width was 3 *m*/*z* for precursor ion selection. The automatic gain control (AGC) was set to 3 × 10^6^, and the maximum injection time (MIT) was 60 ms. The normalized collision energy was 27 ev. Top 20 MS2 spectra were acquired with a resolution of 17,500 at *m*/*z* 200; the AGC was set at 5 × 10^4^ and the MIT was 80 ms. The dynamic exclusion was set at 18 s. Spectral data were then searched against Uniprot Swiss-Prot Human (v201503) database with the Mascot v2.3.2 software. The peptide and protein false discovery rates were set to 0.01. The cutoff ion score from Mascot was set to 10. SILVER software was used to get the spectral counts of each protein^44^. Owing to the fact that no contaminant data were available for HepG2 cells, the common contaminants were filtered by cRAP protein sequences from gpmDB [http://www.thegpm.org/crap/index.html] and contaminants from MaxQuant [http://www.coxdocs.org/doku.php?id=maxquant:start]. The COMPASS and SAINT scoring methods were used to rank the HRD1-interacting proteins^45^. The raw MS data were deposited in iProx database with identifier IPX0000928000 [http://www.iprox.org/index].

### Genome-wide RNA-seq and real-time qPCR

WT and HRD1ALB mice were fasted overnight and refed for 4 h. For the genome-wide RNA-seq, total hepatic RNA was isolated with TRIzol reagent and cDNA fragments were prepared for Illumina NextSeq 500. Two samples were prepared for each condition, and each sample was run on one lane for sequencing, with the number (proportion) of successfully aligned reads about 50 million (deposited in GEO [https://www.ncbi.nlm.nih.gov/geo/]). Counts of reads and RPKM (reads per kilo-base pair per million reads mapped) values for each gene were determined using the ERANGE software and were tested for differential expression in R using the limma package and the IBMT (intensity-based moderated *t* statistic) method.

cDNA was synthesized using the qScript cDNA Synthesis Kit (Quanta Biosciences, Gaithersburg, MD, catalog no. 95047-100). iQ5 and SYBRGreen Detection system (Bio-Rad, Hercules, CA) were used for qPCR. qPCR was run on a Bio-Rad IQ2 PCR machine, and each PCR mixture contained 40 ng of cDNA template and 10 nM primers in 15 μl of SYBR green reaction mix (Bio-Rad). The Expression values were normalized to those that were obtained with the control *actb* (encoding beta-actin). All the *R*^2^ (coefficient of determination) of the reaction with specific primers is >0.99 and the efficiency of the PCR reaction in the range 100% ± 10% is as shown in the protocol from Thermo Fisher Scientific. Changes in gene expression levels were calculated by the 2^−ΔΔCt^ method^43^.

### Histological analysis

H&E staining was performed as shown in a published protocol^43^. Briefly, liver tissues from mice were fixed overnight in 10% neutral formalin and embedded in paraffin. Paraffin-embedded tissues were cut into sections and stained with H&E. For the Oil Red O staining, liver tissues from mice were embedded in Tissue-Tek OCT in a cryostat mold and cut into 10 μm sections. Tissue sections were stained with 0.5% Oil Red O and counterstained with Mayer’s hematoxylin.

### Blood chemistry analysis

Secreted mouse insulin in serum were determined using the commercially available ELISA kits (R&D, USA), followed by analysis with Multiskan MK3 (Thermo Scientific). Blood glucose, serum cholesterol, and TG levels were determined according to the manufacturer’s instructions (Abcam, USA).

### Statistical analyses

Statistical analysis was performed using Student’s *t* test, and *P* < 0.05 was considered significant. Data are expressed as mean ± SEM.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

Sequence data that support the findings of this study have been deposited in “GenBank” with the [primary] accession code “KP253039”. The raw MS data were deposited in iProx database with identifier IPX0000928000. All data are available from the authors upon reasonable request.

# Supplementary material for: ER-associated ubiquitin ligase HRD1 programs liver metabolism by targeting multiple metabolic enzymes
**Source:** Nat Commun. 2018 Sep 10;9:3659. doi: 10.1038/s41467-018-06091-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**ER-associated ubiquitin ligase HRD1 programs liver metabolism by targeting multiple metabolic  
enzymes**

Wei et al.

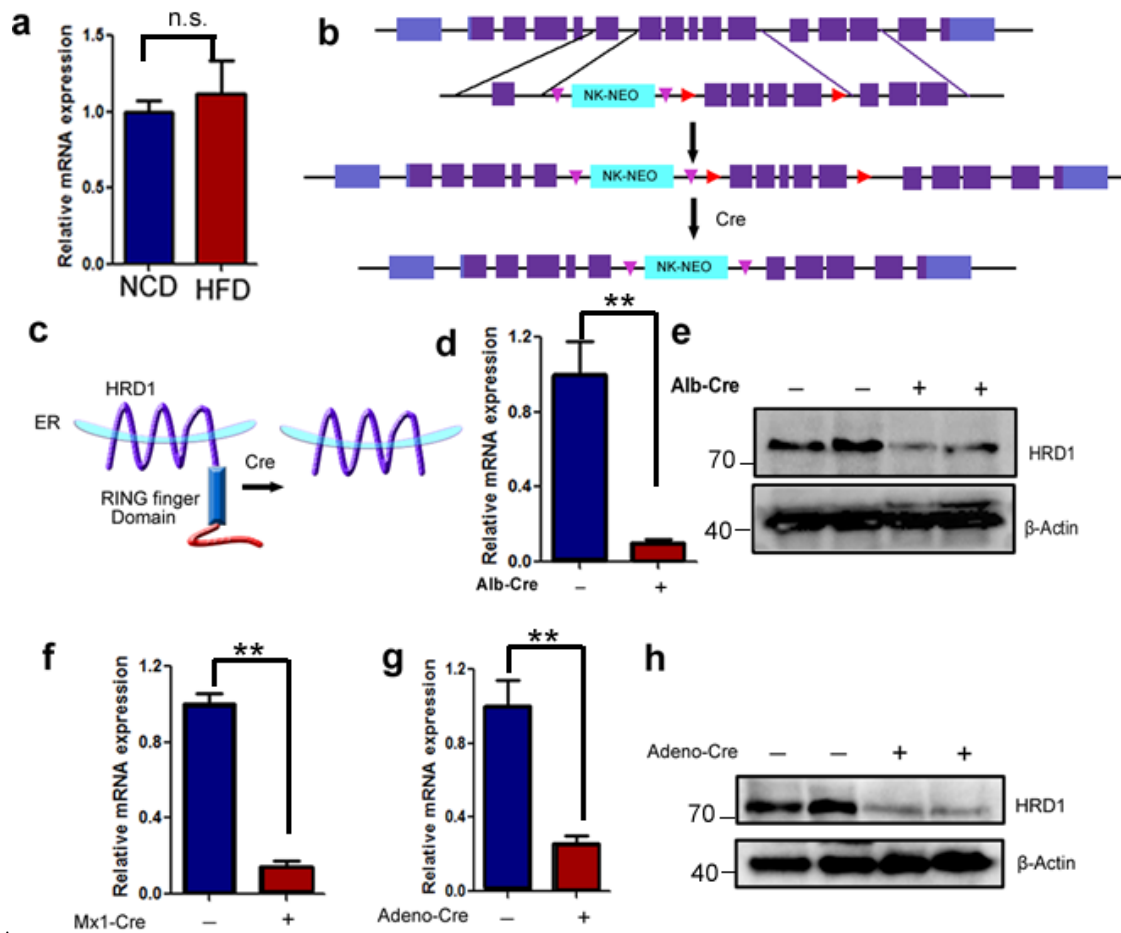

**Supplementary Fig. 1 Hepatocyte-specific *Hrd1* Condition Knockout mice generation.** (a) Relative mRNA levels in a normal chow or after 14 weeks High fat diet treatment. (n=5 for each group) (b) Structures of the *Hrd1* WT and targeted alleles. (c) Domain structure of Hrd1 protein. (d&e) Hepatic HRD1 mRNA (d) and protein levels (e) from WT and *LKO* mice. (f) Hepatic *Hrd1* mRNA 5 days after Poly (I:C) injection. (n=5 for each group). (g&h) hepatic HRD1 mRNA (g) and protein levels (h) after Adeno-Cre virus injection (n=5 for each group). The data are representative of three independent experiments (mean  $\pm$  s.d.). \*:  $P < 0.05$ . \*\*:  $P < 0.01$  by unpaired student's t test.

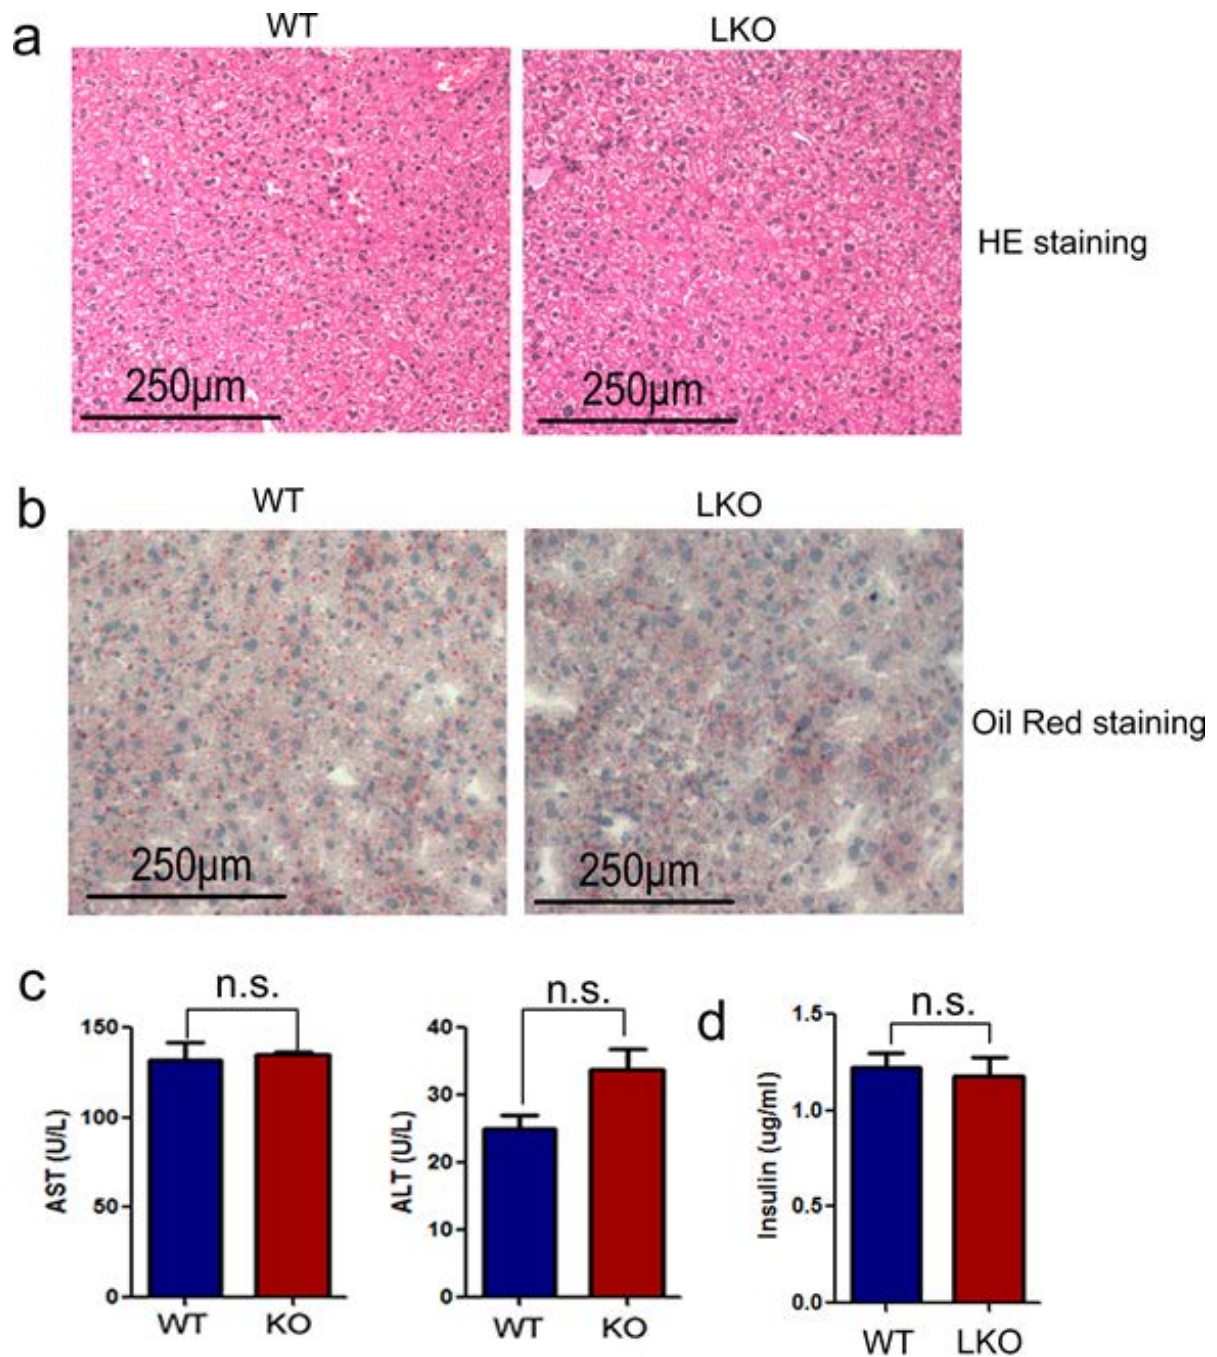

**Supplementary Fig. 2 HRD1 deletion didn't result in liver toxicity.** (a) haematoxylin and eosin (HE) staining of liver from WT and LKO mice fed with normal chow diet. (b) Oil red staining of liver from WT and LKO mice fed with normal chow diet. (c) AST and ALT were measured in the serum of WT and HRD1 LKO mice in a refed condition. (n=5 for each group) (d) Insulin levels were measured in the serum of WT and HRD1 LKO mice in a refed condition. (n=5 for each group). The data are representative of three independent experiments (mean  $\pm$  s.d.). \*:  $P < 0.05$ . \*\*:  $P < 0.01$  by unpaired student's t test.

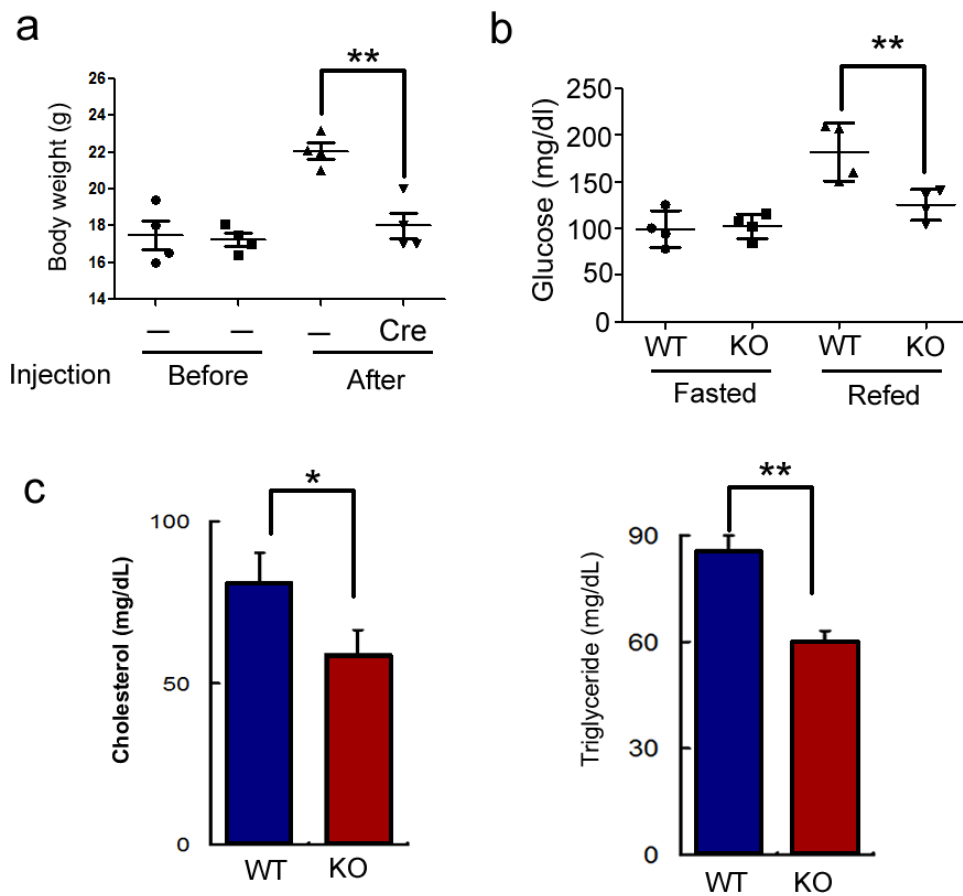

**Supplementary Fig. 3 Hrd1 deletion induced by Cre-Adenovirus virus injection will decrease body weight gain, glucose and lipid levels** (a) The body weight gains of the *Hrd1<sup>F/F</sup>* before and 1 month after Adeno-Cre virus Injection. (n=4 for each group). (b) Blood glucose was measured 5 days after Adeno-Cre virus injection in the fasted and refed condition. (n=4 for each group). (c) Serum cholesterol and TG level were measured 5 days after Adeno-Cre virus injection. (n=6 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

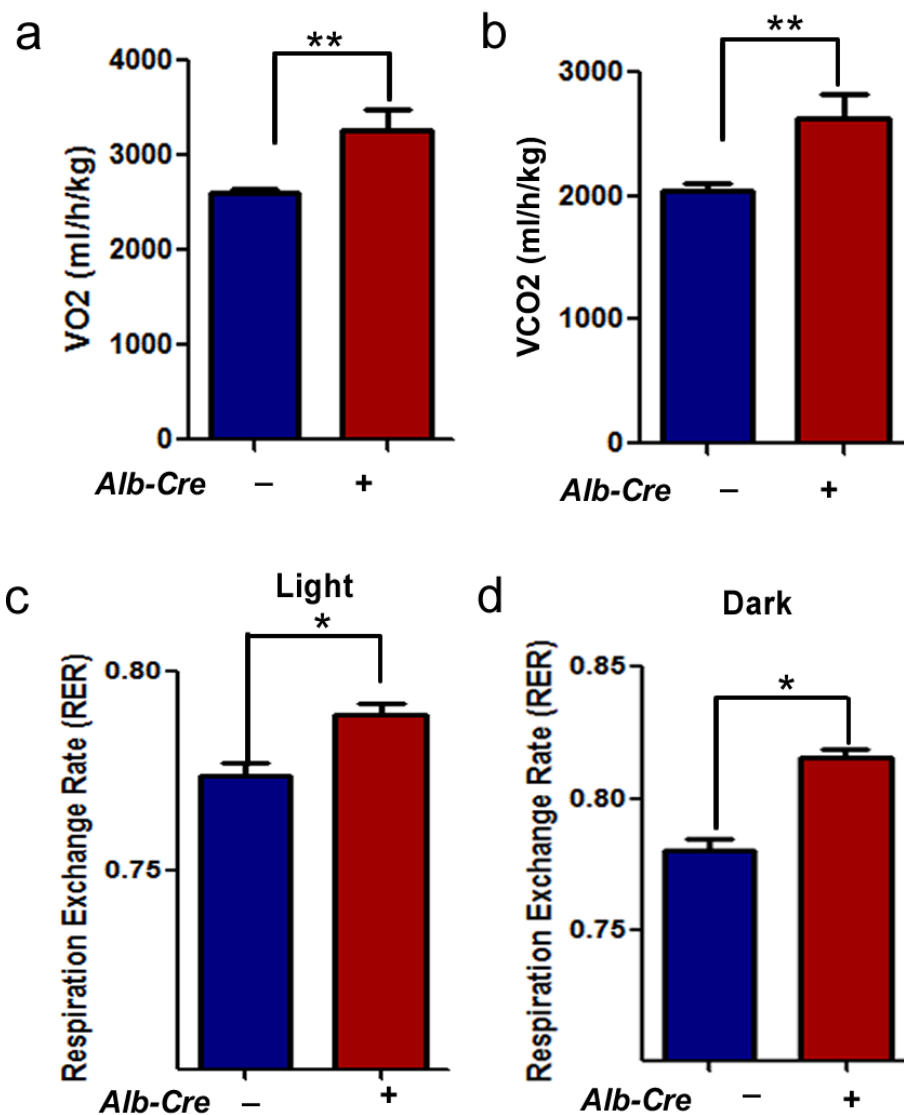

**Supplementary Fig. 4 Hepatic HRD1 deletion increased the energy expenditure.** (a&b) O<sub>2</sub> consumption (a) and CO<sub>2</sub> (b) Production of WT and *L-Hrd1*<sup>-/-</sup> mice after 14 weeks HFD treatment. (n=5 for each group). (c&d) RER of WT and *L-Hrd1*<sup>-/-</sup> mice after 14 weeks HFD treatment. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P < 0.05$ . \*\*:  $P < 0.01$  by unpaired student's t test.

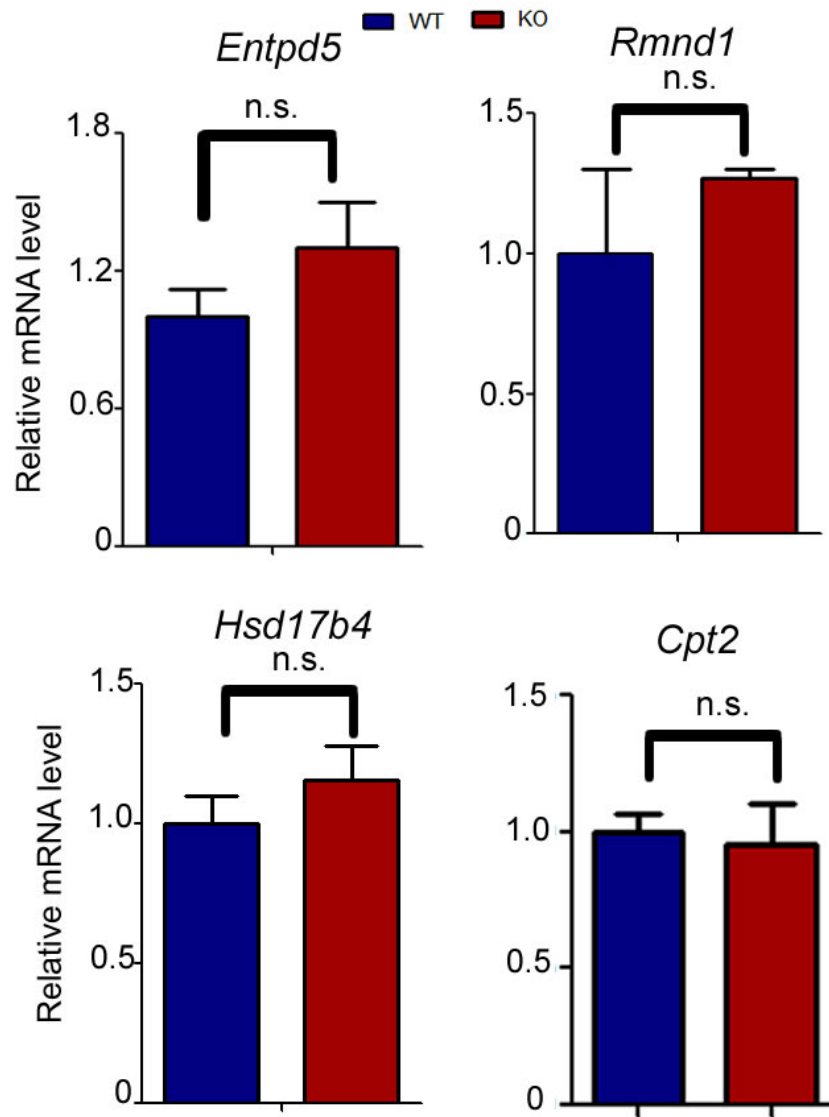

**Supplementary Fig. 7 HRD1 deletion didn't change the mRNA level of *Rmnd1*, *Entpd5* and *Hsd17b4*.**

Hepatic mRNA level of *Syvn1*, *Rmnd1*, *Entpd5* and *Hsd17b4* from WT and LKO mice. (n=5 for each group).

The data are representative of three independent experiments (mean±SEM) \*:  $P < 0.05$ . \*\*:  $P < 0.01$  by unpaired student's t test.

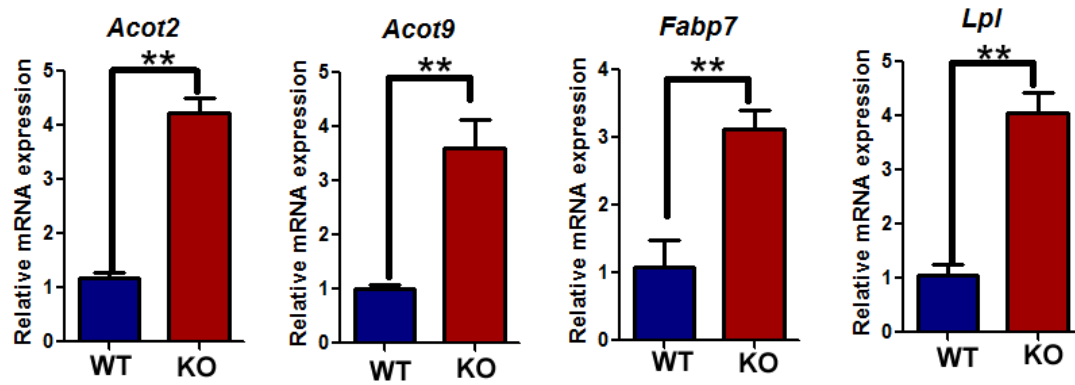

**Supplementary Fig. 8 The genes involved in TG and fatty acid oxidation were increased after HRD1 deletion.** Hepatic *Acot2*, *Acot9*, *Fabp7* and *Lpl* were measured from WT and HRD1 mice in a refed condition. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

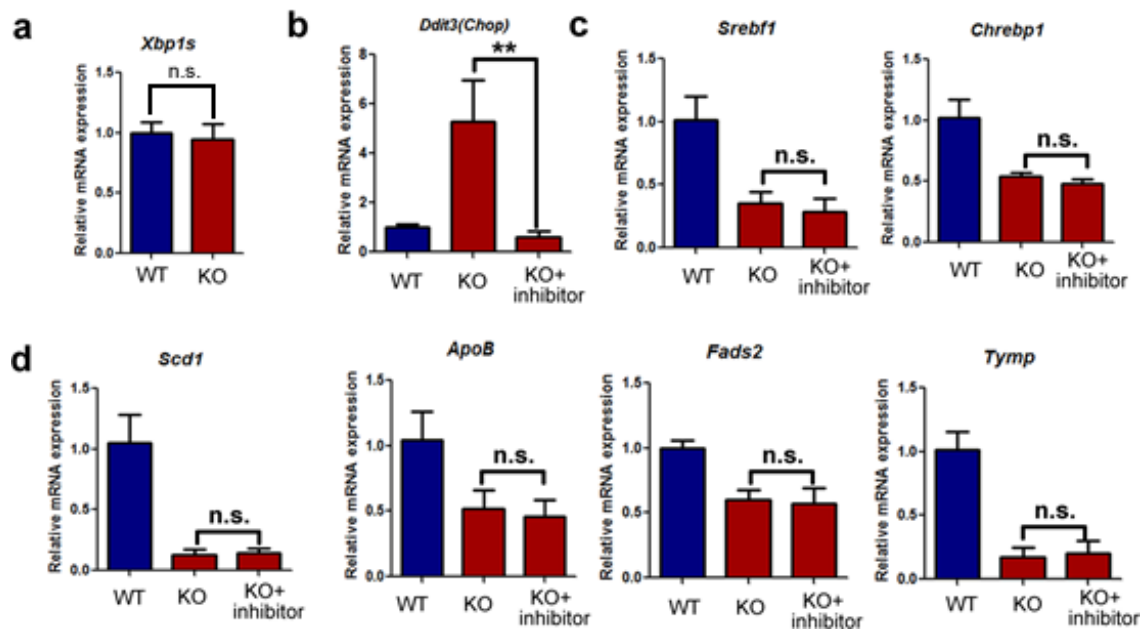

**Supplementary Fig. 9 The effects of PERK inhibitor on metabolic responsive gene expression in HRD1 KO liver.** (a) Hepatic *Xbp1s* were measured from WT and HRD1 mice in a refed condition. (b-d) WT and HRD1 LKO mice were fasted overnight and refed for 1 hour and then administrated with PERK inhibitor for additional 3 hours. Hepatic mRNA level of *Ddit3 (Chop)* (b), *Srebf1* and *Chrebp1*(c) *Scd1*, *ApoB*, *Fads2* and *Tymp* (d) were measured. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

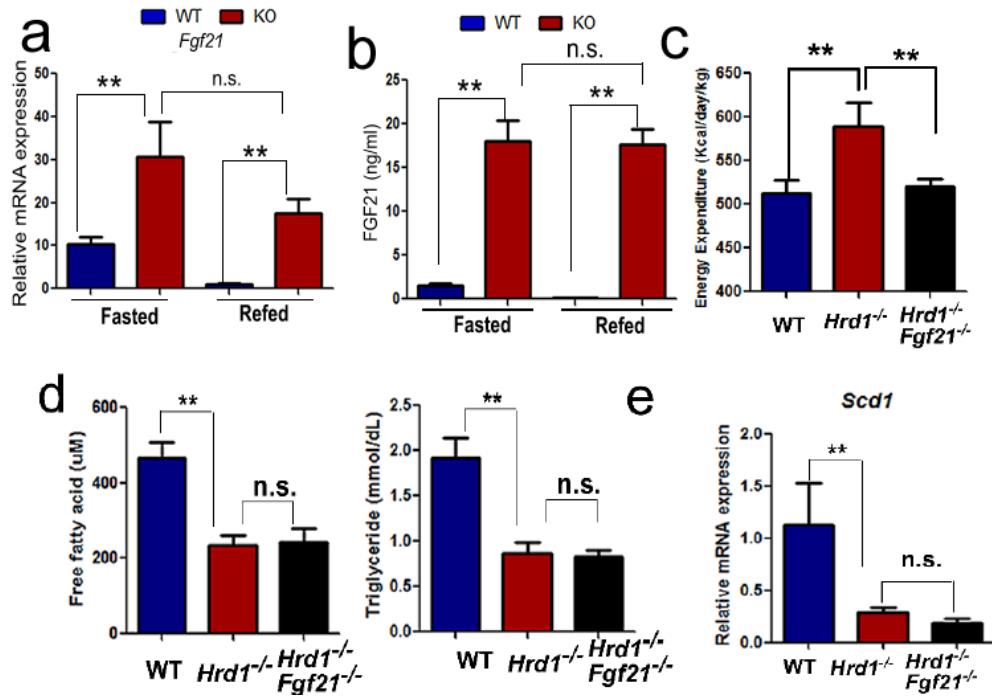

**Supplementary Fig. 10. Elevation of energy expenditure of HRD1 LKO mice through FGF21 overexpression.** (a) Hepatic *Fgf21* mRNA in the WT and L-HRD1 KO mice. (n=5 for each group). (b) Serum FGF21 protein levels in the WT and L-HRD1 KO mice. (n=5 for each group). (c) Energy expenditure of WT, HRD1 LKO and HRD1/FGF21 DKO mice. (n=5 for each group). (d) Serum fatty acid and TG levels of WT, HRD1 LKO and HRD1/FGF21 DKO mice. (n=5 for each group). (e) Relative *Scd1* mRNA expression of WT, HRD1 LKO and HRD1/FGF21 DKO mice. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

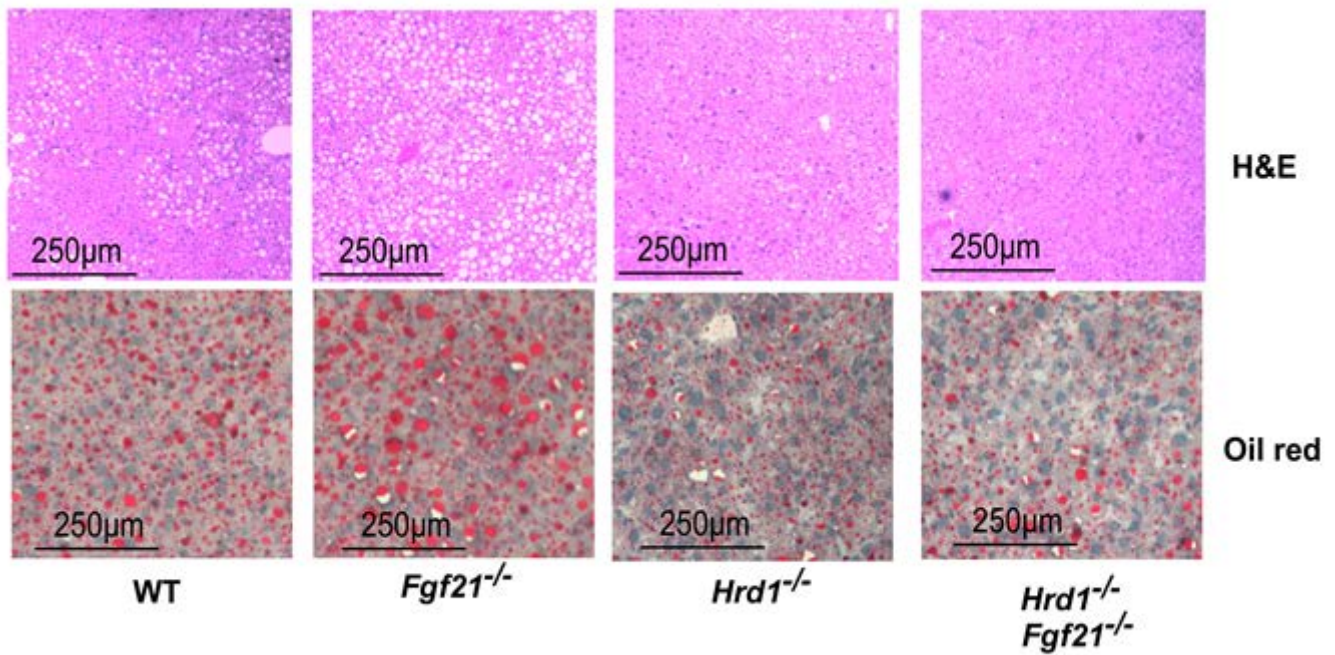

**Supplementary Fig. 11. Reduction of lipid accumulation in HRD1 LKO mice was not through FGF21 overexpression.** H&E (top panels) and Oil Red O (bottom panels) staining of the WT, *Fgf21*<sup>-/-</sup>, *Hrd1*<sup>-/-</sup> and *Fgf21*<sup>-/-</sup>*Hrd1*<sup>-/-</sup> livers after 14 weeks HFD treatment.

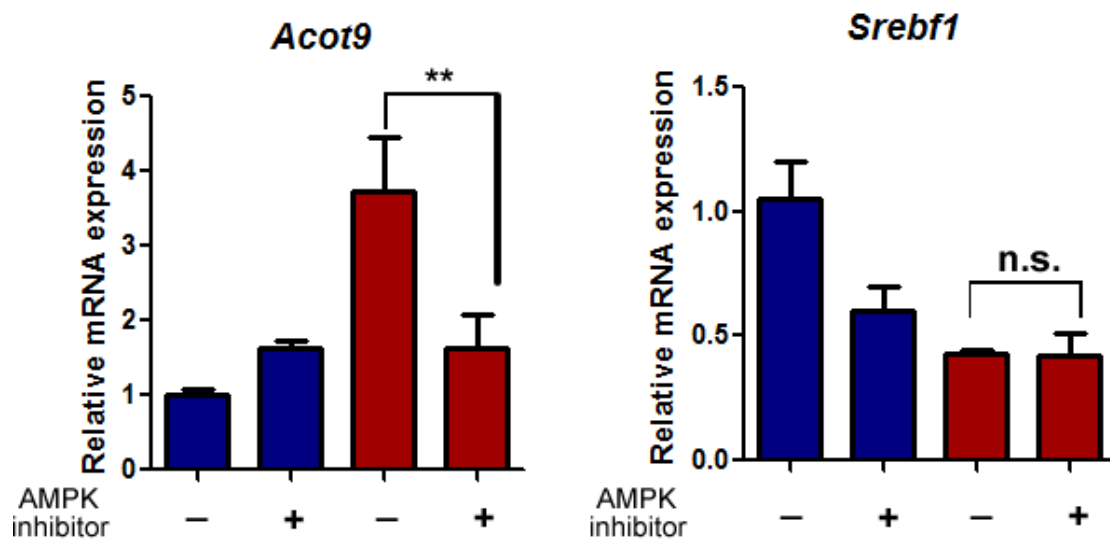

**Supplementary Fig. 12 Effect of AMPK inhibitor on the gene expression in HRD1-null liver cells.** WT and HRD1 LKO mice were fasted overnight and refed for 1 hour and then administrated with AMPK inhibitor for additional 3 hours. Hepatic mRNA level of *Acot9* and *Srebf1* were measured. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

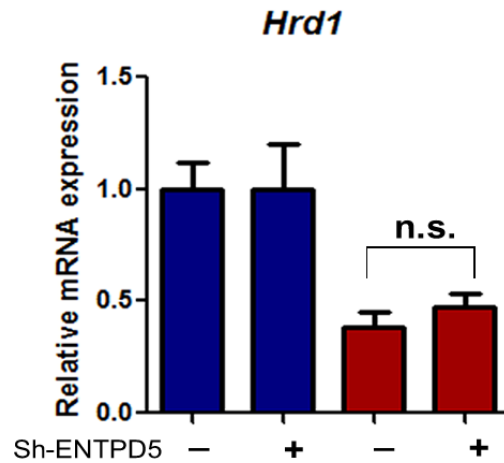

**Supplementary Fig. 13 Effects of ENTPD5 knockdown on metabolic gene expression in HRD1-null hepatocytes.** WT and HRD1 LKO hepatocytes were infected with lentivirus to specific knockdown *Entpd5*. 2 days after infection, Hepatic mRNA level *Hrd1* was measured. (n=5 for each group). The data are representative of three independent experiments (mean±SEM) \*:  $P<0.05$ . \*\*:  $P<0.01$  by unpaired student's t test.

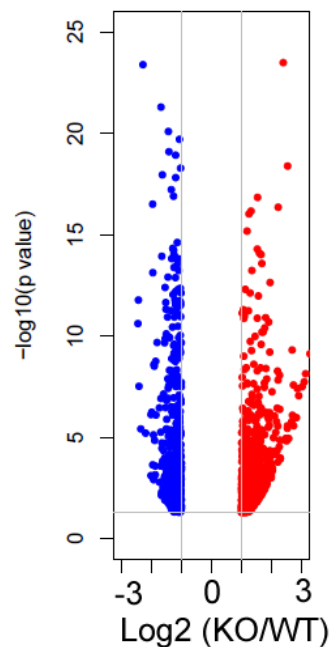

**Supplementary Fig. 14 HRD1 was postprandially induced to control the metabolic balance in the physiological condition.** Volcano plot of the differential genes from only in the refed condition.

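A volcano plot places each gene by its log2 fold change between HRD1 Alb and WT liver on the horizontal axis and by the strength of the evidence, as the negative logarithm of the p-value, on the vertical axis. Genes far from the center and high on the plot differ both strongly and with little spread between samples. The genes in this plot are those changed at least 2-fold in refed but not in fasted liver. In the counts analysed here, 1539 genes met that rule in edgeR's quasi-likelihood test, 979 of them increased in HRD1 Alb liver. Absence from the fasted list means that a gene missed the fold change or the p-value cutoff there, since 1310 of these genes changed in the same direction under the fasted condition. The list grew most, to 3368 genes, without replicate 1 of the refed HRD1 Alb group. A replicate block gave 1582 genes, with r = 0.0610 across genes for same-numbered refed samples.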

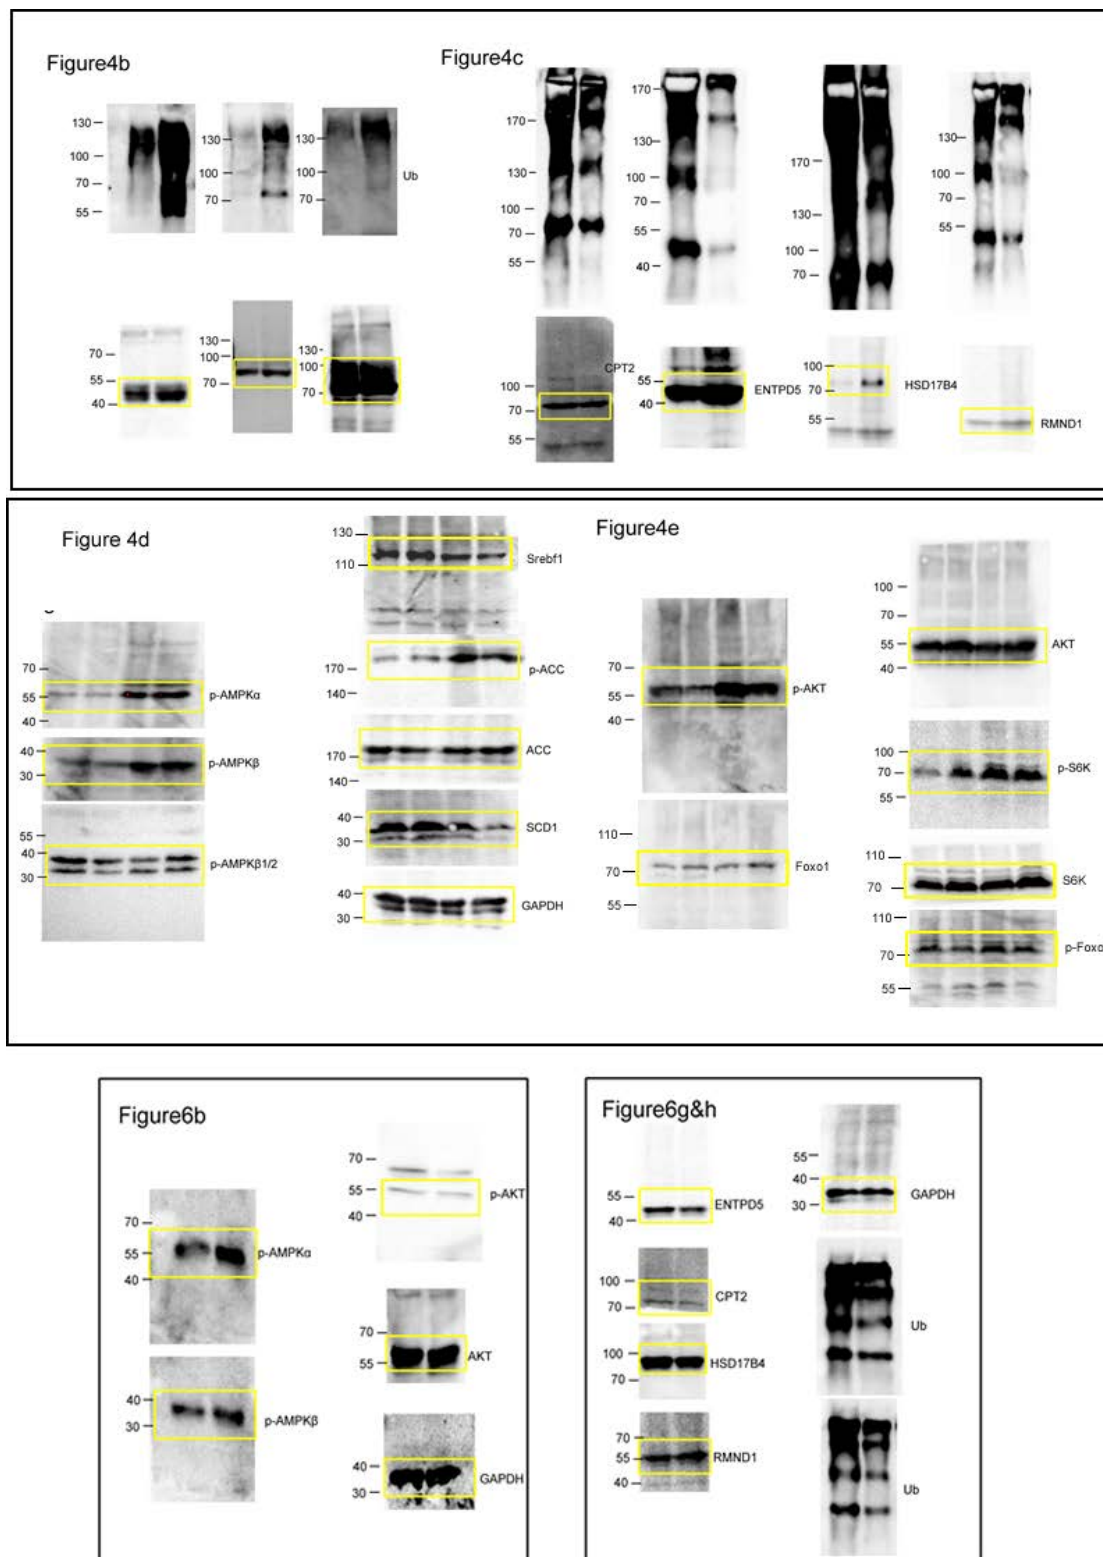

**Supplementary Fig. 16** Uncropped blots for Fig. 4b-Fig. 6h. Note that yellow dashed represents the cropped image.

How the deposited data were processed for this re-analysis (not part of the article)

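Liver RNA was sequenced from WT and HRD1 Alb mice, either fasted overnight or fasted and then refed for 4 h, with 2 samples in each of the 4 groups. The authors sequenced each sample on one lane of an Illumina NextSeq instrument and counted reads per gene with ERANGE. The values they deposited are these counts per gene symbol, as whole numbers, with one file for each sample and no normalization. The paper does not state the aligner, genome build or annotation. The authors also computed RPKM and used limma with an intensity-based moderated test, and neither the RPKM values nor the test results are in the files analysed here. Samples were assigned to groups by their labels. Total counts per sample ranged from 40210576 to 49117080, 15935 to 16670 genes were detected per sample, and the 50 genes with the highest counts took between 26.4% and 37.6% of the counts. At these depths 3 counts correspond to between 0.0611 and 0.0746 CPM. For a gene near this floor in one genotype, the size of a fold change depends mostly on how 0 counts are handled.

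Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept when edgeR's filterByExpr kept them (minimum count 10, minimum total 15), which left 14328 of 23337 genes. Library sizes were normalized by TMM, and one quasi-likelihood model with a coefficient for each of the 4 groups was fitted to the 8 samples. The common dispersion was 0.0573, and the median prior degrees of freedom, which measure how much each gene's spread is shared with other genes, were 3.38. The contrasts were HRD1 Alb against WT in fasted and in refed liver, refeeding in WT and in HRD1 Alb liver, and the interaction of genotype with feeding. All p-values were adjusted by the Benjamini-Hochberg method over the tested genes of each contrast. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Genes were counted as changed 2-fold at a log2 fold change of at least 1 in size with an unadjusted p under 0.05, the lines of the paper's volcano plots. Expression values are TMM-normalized CPM with the SD of the 2 samples. Log CPM used a prior count of 1, and principal components were computed from them.

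The genes named in the text were chosen by a rule: every gene that the paper names as a result of its RNA-seq or as a target whose mRNA it discusses (45 genes, 44 of them tested), and for each condition and direction the 5 genes with the largest log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and both HRD1 Alb samples on the same side of both WT samples. This gave 60 genes, of which 59 were tested. Positions, lengths and GC content were taken from GENCODE M21 on GRCm38 by symbol for 20953 symbols, and 12968 tested genes (90.5%) had a transcript length. Gene sets were the mouse Reactome sets of fgsea 1.28.0, with 15 to 500 tested genes each. They were tested by one-sided Fisher's exact tests and by camera of limma 3.58.1, and marker and target gene lists were tested by camera. Sets with more than 500 tested genes were left out because they are too broad to interpret, and Gene Ontology was not available. Statistical steps were tested on simulated data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

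Before the files arrived, the following alternatives were set: RLE normalization, the DESeq2 Wald test (version 1.42.0), limma-trend, edgeR's exact test, no filter on low counts, at least 10 counts in every sample (12539 genes), only the 4 samples of a contrast, the replicate number as a block, and each sample left out in turn in 8 fits. For the 2-fold counts they also included an adjusted p threshold and no p threshold, and for the Reactome counts camera on all tested genes and lists by adjusted p alone. A correction for transcript length, alone and with the block, was added after the data were seen, as were the sets tested among genes changed only in the refed condition, the words used to pick metabolic sets, the lists of sex-biased genes and the per-sample means of gene sets. The replicate pairing was taken from the sample labels, and its check compared the deviations of samples with the same number across genes (mean r = 0.0689). Batches are not labelled, so no comparison within batches was made. With 2 samples per group, neither a test for a single deviating sample within a group nor other splits of the samples apply. No passage was written for experiments without RNA-seq samples, such as the qPCR assays.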

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

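Each gene here was flagged because it lies outside the genes the paper discusses and had a signal above the level in WT liver. In fasted liver, the log2 fold change between HRD1 Alb and WT was 11.2 (standard error 1.02, adjusted p = 0.0232) for *Vmn2r3*, 10.3 (standard error 0.700, adjusted p = 0.00721) for *Cyp2b13*, 6.05 (standard error 0.700, adjusted p = 0.0189) for *Mmp12*, 5.95 (standard error 0.724, adjusted p = 0.0213) for *Hao2* and 5.58 (standard error 0.554, adjusted p = 0.0140) for *Cyp2a22*. In refed liver it was 13.0 (adjusted p = 0.00820) for *Vmn2r3*, 11.7 (adjusted p = 0.0488) for *Gldn*, 11.2 (adjusted p = 0.0182) for *Sprr1a*, 9.29 (adjusted p = 0.00273) for *Cyp2b13* and 7.04 (adjusted p = 0.0277) for *BC016579*. Both HRD1 Alb samples were above both WT samples in every case, which the rule that chose the genes required. Expression in fasted liver was 6.37 ± 0.533 CPM (SD, n = 2) for *Vmn2r3* in HRD1 Alb, where WT had no counts, 9.13 ± 7.16 against 0.135 ± 0.0151 CPM for *Mmp12*, 2.44 ± 0.631 against 0.0365 ± 0.0516 CPM for *Hao2* and 136 ± 22.9 against 2.83 ± 1.57 CPM for *Cyp2a22*. In refed HRD1 Alb liver, replicates 1 and 2 had 16.7 and 0.614 CPM of *Gldn*, 6.47 and 6.20 CPM of *Sprr1a*, and 3.59 and 0.438 CPM of *BC016579*, so the *Gldn* and *BC016579* values rest largely on replicate 1. Because several of these genes had 0 counts in WT samples, the sizes of the fold changes depend on the model's handling of 0: with limma-trend, which uses log CPM, the fasted value of *Vmn2r3* was 8.21.

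Several technical explanations were weighed. All samples had more *Ddx3y* than *Xist* (the number of samples with more *Xist* was 0), so no sample was female. Thinning all libraries to the smallest left 1614 genes increased 2-fold in refed liver, against 1634 in the main fit. Leaving out the 50 genes with the highest counts left 1631. The number of refed increases was thus little changed by either step, and the fasted increases were not checked in this way. With a correction for transcript length, chosen after seeing the data, the refed log2 fold changes were 13.4 for *Vmn2r3*, 11.7 for *Gldn*, 10.9 for *Sprr1a*, 9.02 for *Cyp2b13* and 6.98 for *BC016579*. *Cyp2b13*, *Cyp2a22* and *Vmn2r3* belong to families of similar genes, and gene counts cannot show whether their reads are shared with paralogs or affected by strain variants, so neither was tested. *Mmp12* is made by macrophages, and the macrophage marker list, which does not hold *Mmp12*, was higher in both HRD1 Alb samples than in both WT samples in fasted liver (11 of 11 genes, mean log2 fold change 1.59, camera adjusted p = 1.28e-13). More macrophages are therefore a candidate explanation for part of the *Mmp12* increase. The fasted log2 fold change of *Mmp12*, 6.05 (standard error 0.700), exceeded those of the 11 marker genes, which ranged from 1.20 to 2.37. A larger share of macrophages of the kind already present would therefore be expected to raise *Mmp12* less than was seen. The marker list does not separate kinds of macrophages, so a rise of 1 kind with more *Mmp12* cannot be excluded. Library batches are not labelled and could not be tested. The increases are thus not separated from these untested explanations, and an effect of HRD1 deletion on these genes remains a hypothesis.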

How the results depend on the processing

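The alternatives in this part were set before the processed files arrived, except the correction for transcript length, alone or with the replicate block, and every setting of the sets tested among genes changed only in the refed condition, which were chosen after seeing the data. The only headline count within 1.5 times its main value under every alternative was the number of Reactome sets enriched among refed increased genes (56). The enrichment of Bile acid and bile salt metabolism and of Metabolism of lipids and lipoproteins among the fasted decreased genes kept an adjusted p under 0.05 in every setting. Of 118 fasted and refed log2 fold changes of named genes, 18 kept both their direction and their side of the adjusted threshold under every alternative set beforehand. RLE normalization moved no headline count by more than 1.5 times, and limma-trend moved none either.

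The counts at an adjusted p under 0.05 depended on the test, and more so on which samples were fitted. With the DESeq2 Wald test they were 632 increased and 462 decreased genes in fasted liver, 1703 and 1475 in refed liver, 91 with an interaction, 1068 changed by refeeding in WT and 2897 in HRD1 Alb liver. The exact test of edgeR gave 675 and 296 fasted genes, 1740 and 1154 refed genes, and 891 and 2620 genes changed by refeeding in WT and HRD1 Alb. Both tests allow less than the quasi-likelihood test for uncertainty in each gene's spread, which may account for the larger counts. Without a filter on low counts, 215 increased and 108 decreased fasted genes and 2 genes with an interaction passed, in a fit that takes in many genes with few counts. Fits to only the 4 samples of a contrast gave 1140 and 891 fasted genes, 0 and 0 refed genes, and 1809 and 0 genes changed by refeeding in WT and HRD1 Alb. The contrasts that lost all genes are those that contain the refed HRD1 Alb samples, whose larger spread may then set the estimate alone. With the replicate block the fasted counts were 82 and 37, from a fit with one fewer degree of freedom. The length correction gave 396 and 265 fasted genes, 1175 refed decreased genes and 738 genes changed by refeeding in WT, and with the block 298, 236, 1152 and 702. It removes a spread between the refed HRD1 Alb samples that follows transcript length, so a smaller spread may explain these counts.

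Among the 2-fold counts, an adjusted p threshold left 128 increased and 46 decreased fasted genes, 846 and 390 refed genes, 30 genes only fasted and 144 in both conditions, whereas no p threshold gave 348 fasted decreased genes. Requiring at least 10 counts in every sample gave 256 genes only fasted, since it drops genes that are absent in one genotype. Of the Reactome counts, lists by adjusted p alone gave 6 sets for fasted increased genes, camera on all tested genes gave 95 for fasted decreased and 23 for refed decreased genes, and the block with length correction gave 20 for genes changed only refed. Shorter lists hold fewer genes per set, whereas camera takes in small shifts of many genes, which may explain the lower and higher numbers.

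Across the 8 fits that each left out one sample, the counts at an adjusted p under 0.05 ranged from 0 to 1453 for fasted increased, 0 to 1702 for fasted decreased, 1 to 3667 for refed increased and 0 to 4023 for refed decreased genes. Genes with an interaction ranged from 0 to 4890, and genes changed by refeeding from 0 to 2533 in WT and 15 to 7474 in HRD1 Alb liver. The 2-fold counts ranged from 561 to 2062 for refed decreased genes, 263 to 546 for genes only fasted and 1178 to 3368 for genes only refed. Reactome sets ranged from 21 to 41 for fasted increased and 1 to 20 for refed decreased genes. The highest counts at an adjusted p under 0.05 came without replicate 1 of the refed HRD1 Alb group. That fit keeps no estimate of the spread within this group, so the spread of the other groups stands in for it, which may inflate the counts (4890 genes with an interaction). Without replicate 2 the interaction count was 106, so the deviation of replicate 2 along transcript length, when it stands alone for its group, may add to the larger count. With 2 samples per group, each such fit leaves one group with a single sample, and the wide ranges show how much these counts depend on replication.

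No log2 fold change that reversed its direction was past an adjusted p of 0.05 in the main fit. With the length correction, and then with the block added, the interaction became 0.118 and 0.114 (*Entpd5*), -0.296 and -0.288 (*Gadd45b*), -0.120 and -0.122 (*Xbp1*), 0.185 and 0.172 (*Acacb*), 0.177 and 0.226 (*Fasn*), 0.195 and 0.195 (*Acsm2*), 0.0144 and 0.0153 (*Acsl1*), -0.20005 and -0.208 (*Agpat2*), -0.0394 and -0.0465 (*Acot9*), -0.287 and -0.274 (*Fabp7*), 0.100 and 0.0825 (*Apob*) and -0.00440 and -0.0225 (*Mup21*). The fasted value of *Gpam* became 0.0107 with limma-trend, 0.00607 with at least 10 counts in every sample, 0.0127 with only 4 samples, 0.0434 with the block, 0.0158 with the length correction and 0.0666 with both. That of *Lpin1* became 0.335 with limma-trend, 0.0272 with the block and 0.0413 with the block and length correction. Across the 8 leave-one-out fits, interactions that reversed ranged from -0.116 to 1.66 for *Syvn1*, -0.285 to 0.157 for *Entpd5*, -0.103 to 0.470 for *Cpt2*, -2.60 to 0.353 for *Ern1*, -0.416 to 0.476 for *Gadd45b*, -0.116 to 0.160 for *Xbp1*, -1.10 to 0.286 for *Scd1*, -0.802 to 0.170 for *Fasn*, -1.24 to 0.616 for *Aacs*, -0.614 to 0.00381 for *Acss2*, -0.291 to 0.0305 for *Acsm2*, -0.139 to 0.183 for *Agpat2*, -0.0497 to 0.210 for *Agpat6*, -3.31 to 0.264 for *Lpin1*, -0.0328 to 0.379 for *Acot9*, -0.415 to 0.676 for *Fabp7*, -3.45 to 1.58 for *Cyp2b13*, -0.263 to 1.54 for *Mmp12*, -0.885 to 1.78 for *Mup21*, -2.25 to 0.884 for *Serpina4-ps1*, -0.293 to 0.582 for *Cyp4a12b*, -3.14 to 2.00 for *Mup7* and -9.34 to 0.655 for *C1rb*. Fasted or refed values that reversed ranged from -0.500 to 0.0733 for *Cpt2* in refed liver, -0.340 to 1.78 for *Gadd45g* in fasted liver, -0.567 to 0.0435 for *Fasn* in fasted liver, -0.906 to 0.953 for *Aacs* in refed liver, -0.275 to 0.337 for *Gpam* in fasted liver, -1.34 to 2.23 for *Lpin1* in fasted liver, -0.602 to 0.588 for *Lpin2* in fasted liver and -0.427 to 0.562 for *Upp2* in fasted liver. Of the other rows for single genes, 2211 under alternatives set beforehand were unchanged, 266 fell below the adjusted threshold and 145 rose past it. Under the alternatives added later these numbers were 308, 7 and 12. For Reactome sets named in the text, 228 rows were unchanged and 25 weaker under the first, and 45 and 1 under the second. Read depth limits genes near the floor of about 0.0611 CPM, such as *Vmn2r3* in WT liver, where a fold change has no upper bound from the counts.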

Differences from the paper's values

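The paper's value for genes increased at least 2-fold in fasted HRD1 Alb liver is 601, against 980 in the main analysis. Of the alternatives set before the files arrived, these fell within 1.5 times the paper's value: 882 (the DESeq2 Wald test), 663 (at least 10 counts in every sample), 791 (without replicate 1 of the fasted WT group), 659 (without replicate 1 of the fasted HRD1 Alb group) and 835 (without replicate 2 of the fasted HRD1 Alb group). These did not: 945 (RLE normalization), 976 (limma-trend), 1051 (edgeR's exact test), 1053 (no filter on low counts), 1136 (only the 4 samples of the contrast), 969 (the replicate block), 1003 (without replicate 2 of the fasted WT group), 919 (without replicate 1 of the refed WT group), 934 (without replicate 2 of the refed WT group), 1105 (without replicate 1 of the refed HRD1 Alb group), 1105 (without replicate 2 of the refed HRD1 Alb group), 128 (2-fold change and an adjusted p under 0.05) and 1322 (2-fold change with no p threshold). For genes changed 2-fold only in the fasted condition, the paper's value is 237 and the main value 409. The alternatives within 1.5 times the paper's value were 256 (at least 10 counts in every sample), 263 (without replicate 1 of the fasted HRD1 Alb group) and 351 (without replicate 2 of the fasted HRD1 Alb group). The remaining ones gave 404 (RLE normalization), 385 (the DESeq2 Wald test), 408 (limma-trend), 454 (edgeR's exact test), 492 (no filter on low counts), 596 (only the 4 samples of the contrast), 408 (the replicate block), 430 (without replicate 1 of the fasted WT group), 405 (without replicate 2 of the fasted WT group), 479 (without replicate 1 of the refed WT group), 466 (without replicate 2 of the refed WT group), 545 (without replicate 1 of the refed HRD1 Alb group), 546 (without replicate 2 of the refed HRD1 Alb group), 30 (2-fold change and an adjusted p under 0.05) and 567 (2-fold change with no p threshold). For genes changed in both conditions, the paper shows about 520 in Fig. 6h, read by eye, and the main value was 787. The alternatives within 1.5 times that value were 767 (RLE normalization), 732 (the DESeq2 Wald test), 770 (limma-trend), 577 (at least 10 counts in every sample), 766 (only the 4 samples of the contrast), 769 (the replicate block), 611 (without replicate 1 of the fasted WT group), 541 (without replicate 1 of the fasted HRD1 Alb group), 687 (without replicate 2 of the fasted HRD1 Alb group), 638 (without replicate 1 of the refed WT group) and 662 (without replicate 2 of the refed WT group). Outside it were 831 (edgeR's exact test), 802 (no filter on low counts), 783 (without replicate 2 of the fasted WT group), 809 (without replicate 1 of the refed HRD1 Alb group), 809 (without replicate 2 of the refed HRD1 Alb group), 144 (2-fold change and an adjusted p under 0.05) and 1103 (2-fold change with no p threshold).

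Other statements of the paper differ in genes, rankings, directions or the strength of the evidence. The paper lists glucose, amino acid and nucleotide metabolism among the functions of the altered genes, and among the refed decreased genes no set for these passed an adjusted p of 0.05 (Glucose metabolism 1 of 68 genes, Metabolism of amino acids and derivatives 8 of 161, Metabolism of nucleotides 4 of 74, adjusted p = 1 each), although Reactome rather than Gene Ontology was tested. With camera on all tested genes, an alternative set before the files arrived, the amino acid set passed in fasted liver, shifted downward (adjusted p = 6.74e-06). Sulfur amino acid metabolism was also shifted downward in fasted liver (adjusted p = 0.00395). Amino acid synthesis and interconversion was shifted upward in fasted and refed liver (adjusted p = 0.0481 and 0.00981). Amino acid transport across the plasma membrane was shifted upward in fasted liver (adjusted p = 0.0354). The sets for glucose and nucleotides did not pass. The paper names circadian rhythm, steroid hormone signaling, and glucose and lipid metabolism among the functions of the genes changed only in refed liver. For these genes the adjusted p was 0.304 for the set of genes activated by BMAL1 and CLOCK, 1 for Steroid hormones, 1 for Glucose metabolism and 1 for Metabolism of lipids and lipoproteins. Steroid hormones is a set for the metabolism of these hormones and not for their signaling. The Nuclear Receptor transcription pathway, nearer to the paper's term, had an adjusted p of 0.0673. Among all refed decreased genes, Steroid hormones and the Nuclear Receptor transcription pathway did pass (adjusted p = 0.0210 and 0.0116). When camera ranked all tested genes of the refed comparison, the BMAL1 and CLOCK set passed, shifted downward (adjusted p = 0.00896). So did Circadian Clock (adjusted p = 0.0381), the lipid set (adjusted p = 0.0117) and the Nuclear Receptor transcription pathway (adjusted p = 0.00715), but not Steroid hormones (adjusted p = 0.175). The paper describes the genes changed only in the refed condition as increased, whereas 979 of 1539 were. The paper gives *Srebf1* and *Fads6* as strongly decreased, and in refed liver their log2 fold changes were -1.20 and -1.07. Both met the 2-fold cutoff with an unadjusted p under 0.05 (0.0112 and 0.0117, edgeR's quasi-likelihood test). Only the adjusted threshold, which the paper does not state, was missed (adjusted p = 0.0692 and 0.0708). The paper also reports qPCR for these decreases, and lower *Srebf1* after induced deletion and in primary hepatocytes. *Srebf1* passed 0.05 with the DESeq2 Wald test (0.0108), edgeR's exact test (0.0160) and without replicate 1 of the refed HRD1 Alb group (0.0463). *Fads6* did so with the DESeq2 Wald test (0.0124), edgeR's exact test (0.0197), the replicate block (0.0466), without replicate 1 of the refed HRD1 Alb group (2.30e-04), without replicate 2 of the refed HRD1 Alb group (0.0252), length correction (0.0340) and replicate block with length correction (0.0202), the last 2 of which were chosen after seeing the values. *Fasn* and *Agpat6*, which it also gives as decreased, had log2 fold changes of -0.720 (adjusted p = 0.188) and -0.453 (adjusted p = 0.112). *Agpat6* passed only in the fit without replicate 2 of the refed HRD1 Alb group (0.0454), and *Fasn* passed in none.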

Other observations

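Gene length and GC content were tested as technical sources of the differences between HRD1 Alb and WT liver, with predictions made before the result was seen. Across genes, Spearman's rho of the log2 fold change with GC content was 0.0650 in fasted and 0.208 in refed liver, and with the replicate block 0.0652 and 0.210. With transcript length it was -0.0500 in fasted and -0.323 in refed liver, and with the block -0.0478 and -0.323. The limit set for a bias was 0.2 in size, so the refed comparison, but not the fasted one, met it for both. Genes are not independent replicates, and these values carry no p-value.

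The refed HRD1 Alb samples differed from each other along the same axis. The log2 ratio of replicate 2 to replicate 1 had rho = -0.558 with transcript length and rho = 0.254 with GC content across genes. Its median fell from 0.665 in the fifth of genes with the shortest transcripts to -0.711 in the fifth with the longest. A weaker response to refeeding in that mouse was a candidate explanation, but the correlation of the ratio with the refeeding response of WT liver was 0.143, of the opposite sign to that prediction. These predictions were made after the result was seen. Without replicate 2, rho of the refed log2 fold change with length was -0.0484, without replicate 1 -0.459, and with the length correction -0.0164. The length dependence in the refed comparison may thus come mostly from replicate 2 and is consistent with a difference in RNA quality or library preparation, which cannot be told apart from a difference between the mice here.

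More genes were increased than decreased by HRD1 deletion. Without TMM normalization the ratio of increased to decreased refed genes was 6.60, and with the median log2 fold change set to 0 it was 2.09, so it stayed above 1 both times. The size of the ratio depended on the normalization, and the median was already close to 0 (0.0438), so neither test rules normalization out. Marker lists of other cell types, written before the test, were compared with all tested genes by camera. In refed liver the macrophage list was raised (11 of 11 genes higher, mean log2 fold change 1.97, adjusted p = 1.95e-10), as were those of lymphocytes (9 of 11 genes higher, mean log2 fold change 0.973, adjusted p = 0.0204), stellate cells and fibroblasts (12 of 12 genes higher, mean log2 fold change 1.87, adjusted p = 6.68e-07) and proliferating cells (12 of 12 genes higher, mean log2 fold change 1.54, adjusted p = 6.17e-05), each list higher in both HRD1 Alb samples than in both WT samples on average. Neutrophils (4 of 4 genes higher, mean log2 fold change 1.53, adjusted p = 0.0774), cholangiocytes (7 of 8 genes higher, mean log2 fold change 0.681, adjusted p = 0.502) and endothelial cells (8 of 10 genes higher, mean log2 fold change 0.207, adjusted p = 0.535) did not pass. In fasted liver the macrophage list was raised as well (11 of 11 genes higher, mean log2 fold change 1.59, adjusted p = 1.28e-13). So were those of proliferating cells (12 of 12, mean 1.82, adjusted p = 2.16e-11), stellate cells and fibroblasts (12 of 12, mean 0.690, adjusted p = 0.00199) and lymphocytes (9 of 11, mean 0.656, adjusted p = 0.0254). Cholangiocytes (0 of 8 genes higher, mean -0.726, adjusted p = 0.0632), neutrophils (adjusted p = 0.397) and endothelial cells (adjusted p = 0.502) did not pass there. A larger share of immune, stellate or proliferating cells in HRD1 Alb liver is a candidate explanation for part of the increases, and cannot be told apart from induction of these genes in hepatocytes.

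Lists of target genes of the ER stress branches were tested by camera, with predictions made before. XBP1 targets did not pass the threshold in fasted (6 of 15 genes higher, mean log2 fold change -0.0255, adjusted p = 0.784) or refed liver (10 of 15 genes higher, mean log2 fold change 0.216, adjusted p = 0.397), with 0 and 1 of 2 HRD1 Alb samples above both WT samples. ATF4 targets were raised in fasted (11 of 16 genes higher, mean log2 fold change 1.59, adjusted p = 2.39e-07) and refed liver (14 of 16 genes higher, mean log2 fold change 3.16, adjusted p = 3.28e-15), in 2 of 2 HRD1 Alb samples in each. ATF6 targets were also raised in refed liver (8 of 8 genes higher, mean log2 fold change 0.807, adjusted p = 0.0156, 2 of 2 samples). In fasted liver the ATF6 targets did not pass (3 of 8 genes higher, mean log2 fold change -0.161, adjusted p = 0.364), with 2 of 2 HRD1 Alb samples below both WT samples. The length bias of the refed comparison was not removed from these tests of gene lists. For 2 of the ATF4 targets, the length-corrected refed log2 fold changes were 3.80 for *Ddit3* (adjusted p = 0.00395) and 4.36 for *Trib3* (adjusted p = 0.00758), against 4.17 and 4.47 without the correction, which was chosen after seeing the data. In fasted liver, where length and GC content had little relation with the fold changes, the values are in line with an activation of the PERK-ATF4 branch, as a hypothesis, and not with one of the IRE1α-XBP1 branch.

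Core circadian clock genes were lower in refed HRD1 Alb liver (3 of 15 genes higher, mean log2 fold change -0.774, adjusted p = 9.69e-06, lower than both WT samples in 2 of 2 samples). A difference in the time of collection between the genotypes was tested by whether genes of opposite phase moved in opposite directions, with an adjusted p under 0.05 required in both phases. This was met in 0 of the 2 feeding conditions. In refed liver some genes did differ in direction, with log2 fold changes of 0.430 for *Arntl* (adjusted p = 0.492) and 1.62 for *Npas2* (adjusted p = 0.103) against -1.11 for *Nr1d1* (adjusted p = 0.0182) and -1.77 for *Per3* (adjusted p = 0.0376), although *Clock* was lower as well, at -0.877 (adjusted p = 0.141). With 2 samples per group, a difference in collection time is therefore not ruled out. No biological explanation was tested, and the length bias of the refed comparison was not removed.

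A weaker response to refeeding without HRD1 was tested as a slope under 0.8 of the HRD1 Alb on the WT response. Over the 1594 genes changed by refeeding in either genotype, the principal-axis slope was 1.38, with r = 0.804 across genes and 1503 genes changed in the same direction. The slope was not below the limit. Most of these genes were picked for their change in HRD1 Alb liver, and only 281 changed in both genotypes, so the choice of genes favors a higher slope. The slope of HRD1 Alb on WT over the genes changed in WT was 0.816, and that of WT on HRD1 Alb over the genes changed in HRD1 Alb was 0.599.

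Translation sets were enriched among the refed increased genes. Ribosomal protein transcripts are short, so length bias was tested after the result was seen. The adjusted p of Eukaryotic Translation Termination was 7.12e-28 in the main fit, 4.00e-04 with the length correction and 1 without replicate 2 of the refed HRD1 Alb group. The enrichment cannot be told apart from length bias in that sample.

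Genes with higher expression in male or female mouse liver were tested after *Cyp2b13* and the *Mup* genes had been seen, with predictions made after the result. The male-biased list was lower in HRD1 Alb liver in fasted (15 of 17 genes lower, mean log2 fold change -1.79, adjusted p = 2.08e-13) and refed samples (16 of 17, -1.58, adjusted p = 1.51e-08), in 2 of 2 HRD1 Alb samples in each. The female-biased list was higher in fasted liver (12 of 21 genes, mean 1.49, adjusted p = 6.47e-04) but not past the threshold in refed liver (15 of 21 genes higher, mean 1.21, adjusted p = 0.111), so the prediction of a shift from the male to the female pattern failed there. Without genes of multigene families the adjusted p was 1.25e-04 and 0.00103 for the male-biased and 0.326 and 0.638 for the female-biased list in fasted and refed liver, so reads shared between paralogs cannot be told apart from a change of the female-biased genes. The length-corrected refed means were -1.76 for male-biased and 1.17 for female-biased genes, with the directions of the uncorrected ones. Less growth hormone-STAT5 signalling is a candidate explanation, for which a list of 5 STAT5 targets had an adjusted p of 0.0644 in fasted (mean -0.640) and 0.0142 in refed liver (mean -1.14), lower in 2 of 2 HRD1 Alb samples in each. Whether the list changed differently in the feeding conditions was not tested.

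*Syvn1*, which encodes HRD1, had 105 ± 7.68 CPM in fasted WT and 32.0 ± 0.810 CPM in fasted HRD1 Alb liver (SD, n = 2 each), a log2 fold change of -1.72 (adjusted p = 0.170). In refed liver the values were 471 ± 235 and 293 ± 227 CPM, with 637 and 305 CPM in the WT samples and 453 and 132 CPM in the HRD1 Alb samples, and a log2 fold change of -0.686 (adjusted p = 0.391). With the replicate block the log2 fold changes were -1.70 in fasted liver (adjusted p = 0.117) and -0.767 in refed liver (adjusted p = 0.230). Each refed HRD1 Alb sample was below the WT sample of the same number, but the ranges of the genotypes overlapped. The refed counts of this gene therefore do not by themselves show the deletion. Counts per gene do not separate the deleted exons from the rest. The refed log2 fold changes of the genes encoding proteins the paper studies as HRD1 substrates were -0.413 for *Entpd5* (adjusted p = 0.186), -0.185 for *Cpt2* (adjusted p = 0.563) and -0.214 for *Hsd17b4* (adjusted p = 0.352). *Rmnd1* had at most 2 counts in any sample and was not tested.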
